# Kinetic proteomics identifies targeted changes in liver metabolism and the ribo-interactome by dietary sulfur amino acid restriction

**DOI:** 10.1007/s11357-023-00758-w

**Published:** 2023-03-28

**Authors:** William O. Jonsson, Agnieszka K. Borowik, Atul Pranay, Michael T. Kinter, Emily T. Mirek, Jordan L. Levy, Elizabeth M. Snyder, Benjamin F. Miller, Tracy G. Anthony

**Keywords:** Healthspan, Protein synthesis, Transcriptomics, High-fat diet, Mice

## Abstract

Dietary sulfur amino acid restriction (SAAR) protects against diet-induced obesity, extends healthspan, and coincides with an overall reduction in hepatic protein synthesis. To explore the underpinnings of SAAR-induced slowed growth and its impact on liver metabolism and proteostasis, we resolved changes in hepatic mRNA and protein abundances and compared synthesis rates of individual liver proteins. To achieve this, adult male mice were provided deuterium-labeled drinking water while freely consuming either a regular-fat or high-fat diet that was SAA restricted. Livers from these mice and their respective dietary controls were used to conduct transcriptomic, proteomic, and kinetic proteomic analyses. We found that remodeling of the transcriptome by SAAR was largely agnostic to dietary fat content. Shared signatures included activation of the integrated stress response alongside alterations in metabolic processes impacting lipids, fatty acids, and amino acids. Changes to the proteome correlated poorly with the transcriptome, and yet, functional clustering of kinetic proteomic changes in the liver during SAAR revealed that the management of fatty acids and amino acids were altered to support central metabolism and redox balance. Dietary SAAR also strongly influenced the synthesis rates of ribosomal proteins and ribosome-interacting proteins regardless of dietary fat. Taken together, dietary SAAR alters the transcriptome and proteome in the liver to safely manage increased fatty acid flux and energy use and couples this with targeted changes in the ribo-interactome to support proteostasis and slowed growth.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11357-023-00758-w.

## Introduction

The homeostatic control of the proteome, or proteostasis, is a key determinant of metabolic health and healthy aging [1]. Proteostasis requires dynamic regulation of synthesis, folding, trafficking, and turnover processes to satisfy cellular needs against a backdrop of internal and environmental stressors and threats [2]. Disruptions in or loss of proteostasis coincides with premature aging and the development of chronic diseases and degenerative disorders [3]. Maintaining proteostasis requires a network of interacting and intersecting signal transduction pathways. One of these pathways is called the integrated stress response (ISR), which upon its activation (via phosphorylation of eukaryotic initiation factor 2, eIF2) slows protein synthesis to suppress bulk translation [4, 5]. At the same time, this signaling event triggers preferential translation of stress-responsive transcripts such as activating transcription factor 4 (ATF4) that function to realign the transcriptome towards survival and adaptation [6]. The activation of the ISR is generally considered cytoprotective, and its activation within a hormetic range may be considered salubrious [7].

Dietary restriction without malnutrition improves metabolic health and extends both lifespan and healthspan [8]. Rodents subjected to dietary sulfur amino acid (SAA) restriction (SAAR), consisting of zero cysteine plus ~80% reduction in dietary methionine by energy enjoy significant extension of lifespan, demonstrate improved glucose tolerance and are protected against high-fat diet-induced obesity (DIO) [9, 10]. In lean and DIO mice, dietary SAAR reduces synthesis rates of mixed and cytosolic but not mitochondrial protein fractions in both skeletal muscle and liver [11, 12]. Maintained protein synthesis rates in mitochondrial fractions are frequently observed in long-lived experimental models, but the molecular underpinnings remain unclear [13]. We and others observe that dietary restriction or removal of SAA triggers a non-canonical ISR, whereby the transcriptional execution of ATF4 and its target genes occurs independent of the core eIF2 phosphorylation response [11, 12, 14, 15]. Whether or not the altered transcriptome translates into similarly altered protein abundances is understudied.

Alterations in bulk fractional synthesis rates conceal the vast heterogeneity in changes in synthesis rates of individual proteins. To what extent ISR-driven changes in the hepatic transcriptome during dietary SAAR direct or reflect changes in the synthesis of individual liver proteins is unclear. Furthermore, if and how variations in dietary fat or energy density alter proteostasis outcomes during SAAR is understudied. To address these deficiencies and gaps in knowledge, we evaluated and compared changes in the transcriptome, proteome, and in the fractional synthesis rates of individual proteins during dietary SAAR in the livers of adult male mice fed either regular- or high-fat diets. Based on our earlier work, we hypothesized that the hepatic kinetic proteome would follow ISR transcriptional execution and reveal a signature of proadaptive pathways that function in metabolism and proteostasis. We observed that alterations in the transcriptome and proteome were poorly conserved when comparing an individual gene versus protein, but pathway analysis tools showed functional overlap in several biologic or metabolic processes. Key among these were alterations in the central metabolism of fatty acids and amino acids alongside changes to multiple ribosome core and interacting proteins that function in protein quality control. Importantly, these changes occurred regardless of the fat content or caloric density of the diet. These findings provide new molecular insights into how dietary SAAR alters metabolism and proteostasis in the liver.

## Materials and methods

### Animal experiments

All animal experiments were conducted in accordance with Institutional Animal Care and Use Committee (IACUC)-approved protocols at Rutgers University. To the extent possible, we have adhered to the ARRIVE guidelines 2.0 [16]. Adult male C57Bl/6J mice (between 5 and 6 months of age) were purchased from Jax and were conventionally housed in a temperature (22–24 °C) and humidity (approximately 40%) controlled AALAS-accredited facility with a 12:12 h light:dark cycle. Mice were free of all tested viruses and pathogenic agents. Mice were assigned to one of four experimental diets as previously described [11]: a regular-fat control (RF.Ctrl), RF SAAR (RF.SAAR), high-fat (HF) control (HF.Ctrl), or HF SAAR (HF.SAAR). All mice were single housed upon the start of a 7-day habituation period and were kept separate throughout the experimental periods to allow for accurate measurement of food and water consumption. All samples used in this study were derived from mice fed experimental diets for 1, 3, 7, 14, 21, or 35 days as previously described [11] and were food deprived for 4 h prior to euthanasia.

### Diets

A total of four different, isonitrogenous and cysteine-free, diets were used in this study, as previously described [11]. In both SAA-restricted diets, reductions in methionine were balanced by adding glutamic acid. Regular-fat diets were purchased from Dyets, Inc. (510071 and 510072) whereas HF diets were purchased from Research Diets, Inc. (A11051305 and A11051306). Mice had unrestricted access to food and water.

### Immunoblotting

Approximately 20 mg of frozen, crushed, liver samples were used for protein isolation. Briefly, liver tissue was homogenized in a 1:30 (weight:volume) ratio in a RIPA buffer (25 mM HEPES, 2 mM EDTA, 10 mM DTT, 50 mM sodium fluoride, 50 mM β-glycerophosphate pentahydrate, 3 mM benzamidine, 1 mM sodium orthovanadate, 0.5 % (w/v) sodium DOC, 1% (w/v) SDS, 1x protease inhibitor cocktail (P8340, Millipore-Sigma), 5 nM microcystin (33893, Millipore-Sigma)), centrifuged for 10 min at 10,000 *g* at 4 °C and supernatant collected. The protein content of the collected supernatant was measured using Pierce BCA Protein Assay (23225, Thermo Fisher Scientific). Equal volumes of supernatant and 2× sample buffer (20% (v/v) glycerol, 60 mM Tris (pH 6.8), 2% (w/v) SDS, 0.01% (w/v) bromophenol blue, 5% (v/v) β-mercaptoethanol) were mixed and heated at 95 °C for 4 min. Equal amounts of total protein were separated by denaturing polyacrylamide gel electrophoresis. Separated proteins were transferred over to PVDF membranes which were blocked for 1 h at room temperature in 5% (w/v) non-fat dry milk in TBS-T (0.1% (v/v) Tween 20). Membranes were incubated with primary antibodies (Table S1) overnight at 4 °C. After an overnight incubation, membranes were washed three times in TBS-T and then incubated with secondary antibody (Table S1) for 1 h at room temperature. After incubation with secondary antibody, the membranes were washed three times in TBS-T, after which the membranes were developed in ECL solution (RPN2235, Cytvia Amersham ECL Select Western Blotting Detection Agent, Cytvia). Membranes were imaged on an imager (ProteinSimple). Densitometry was done in AlphaView (v. 3.4.0.0, ProteinSimple).

### Hepatic mRNA abundance

Confirmatory reverse transcription quantitative PCR (RT-qPCR) analysis was performed on the same samples used in the RNA-seq. Briefly, 1 μg of RNA isolated as described above was used to generate cDNA for RT-qPCR experiments. Primers are specified in Table S2. Results were analyzed using the 2^^−ΔΔCt^ method [17], using the geometric mean of *Gapdh* and *Actb* as a reference value and expressed as fold change relative to the RF.Ctrl group.

### Serum FGF21 measurements

Concentrations of serum FGF21 were estimated as previously described [11] using a colorimetric sandwich ELISA (RD291108200R, BioVendor) according to the manufacturer’s instructions. Serum samples were diluted 10 times prior to analysis, with the resulting absorbance measured spectrophotometrically (SpectraMax M2, Molecular Devices).

### Liver NAD^+^/NADH measurements

Hepatic ratios of NAD^+^/NADH ratios were estimated using a colorimetric assay (MAK037, Sigma-Aldrich) according to the manufacturer’s instructions, with the following notes on the procedure. Approximately 20 mg of frozen, crushed, liver samples were used for ratio estimations and homogenized in the provided extraction buffer on ice using disposable polypropylene pestles. Samples were deproteinated using 10 kDa molecular weight cutoff spin columns by centrifuging cleared lysates for 5 min at 14,000 × *g*, at 4 °C. Filtrates were diluted 1:1 in extraction buffer and split into two aliquots, one for total NAD^+^ and one for NADH determination, as per the manufacturer’s instructions, with final volumes of 25 μL. Samples were analyzed in duplicates by loading 4–5 μL (kept consistent within individual assays, i.e., day 7 and day 35 measurements) of the above samples and diluting reactions further as per the manufacturer’s instructions and incubating reactions for 2 h at room temperature followed by measuring absorbance (at 450 nm) on a spectrophotometer (SpectraMax M2, Molecular Devices).

### Kinetic proteomics sample preparation

Liver samples from mice (*n* = 3/group/timepoint) euthanized after 1, 3, 7, and 14 days of feeding experimental diets were used for protein isolation for subsequent kinetic proteomics. Animals were deuterium labeled as previously described [18]. Briefly, all mice received an initial i.p. bolus injection of 99% D_2_O equivalent to 5% of the body water pool followed by 8% D_2_O-enriched drinking water for the designated labeling period. Approximately 20 mg of the frozen powdered liver was lysed in 1 mL modified RIPA buffer (0.5% (w/v) SDS, 0.1% (v/v) Triton X-100, 11 mM sodium DOC, 1 mM EDTA in TBS, pH 7.6) by three cycles of freezing in liquid N_2_ and thawing at 37 °C, heated at 70 °C for 15 min, and centrifuged for 5 min at 500 *g* at 4 °C after which the supernatant was collected to be used for further downstream analysis. The protein content of the collected supernatant was measured using Pierce BCA Protein Assay (23225, Thermo Fisher Scientific) and used for subsequent equilibration as detailed below.

### Body water enrichment

To determine body water enrichment, 50 μL of serum was placed into the inner well of o-ring screw cap and inverted on an 80 °C heating block overnight. Distilled samples were diluted 1:300 in ddH_2_O and analyzed on a liquid water isotope analyzer (Los Gatos Research, Los Gatos, CA, USA) against a standard curve prepared with samples containing wide range concentrations of D_2_O [18].

### Kinetic proteomics and analysis of isotope incorporation

Protein samples were prepared as previously described [19, 20]. Briefly, 80 μg of total protein was taken for analysis, and 8 pmol BSA was added to the protein samples in 1% SDS as an internal standard. The total protein was desalted by precipitation in 1 mL of acetone overnight at −20 °C. The protein pellet was solubilized in 50 μL Laemmli sample buffer, and 20 μg protein was run in a 12.5% SDS-Page gel (BioRad Criterion system). The gels were fixed and stained with Coomassie blue (GelCode blue, Pierce Chemical Company). Each sample was cut from the gel as the entire lane and divided into smaller pieces. A standard in-gel digestion method was used [20]. The gel pieces were washed to remove the Coomassie blue and then reduced in 10 mg/mL DTT, alkylated in 35 mg/mL iodoacetamide, and digested overnight with 1 μg trypsin per sample in 200 μL 10 mM ammonium bicarbonate. The mixture of peptides was extracted from the gel, evaporated to dryness in a SpeedVac, and reconstituted in 150 μL 1% acetic acid (v/v) for liquid chromatography (LC)-tandem mass spectrometry (MS) analysis.

Protein concentration and isotopic distribution were evaluated by LC-high resolution MS. We used a QEx Plus hybrid quadrupole-orbitrap mass spectrometry system (ThermoScientific), a splitless nanoflow HPLC system with autoinjector (ThermoScientific), and a 10-cm C18 column (Phenomenex Aeris 3.6 μm Peptide XB-C18 100A) packed in a fused silica electrospray tip (New Objective). Five microliter sample volumes were injected and loaded onto the column at 1.5 μL/min with 0.1% formic acid. The column was eluted at 150 nL/min with a linear gradient of CH3CN in water with 0.1% formic acid (2% CH3CN to 65% CH3CN in 60 min). The orbitrap mass spectrometer acquired full scan mass spectra with a m/z resolution of 280,000. Ion source settings included a spray voltage of 2.0 kV, ion transfer tube temperature of 300 °C, and positive ion mode. The high-resolution accurate mass (HRAM) analyses were managed through the program Skyline (MacCoss laboratory) [21] and included at least two unique peptides from each protein. The proper detection of all peptides used for these analyses was validated during the method development process.

### Identification of peptides/proteins

We used Mascot Daemon (version 2.8.0) from Matrix Science for a base search of tandem mass spectra to identify peptides/proteins. The following parameters were used for mascot searches: precursor mass accuracy set to 15 ppm, fragment ion mass accuracy set to 0.6 Da, carbamido-methylation of Cys was the fixed modification, and oxidation of Met and acetylation of Lys were set as dynamic modifications. Trypsin specificity of peptides was used, and up to 2 missed cleavages were allowed. The SwissProt database and (*Mus musculus*) mouse taxonomy were both used. The false discovery rate (FDR) of peptide-spectrum match was controlled by using the decoy database approach. The FDR cutoff was set at 5% (0.05).

### Protein synthesis rate calculations

Protein synthesis rates were determined using d2ome software [22], which allows for automated quantification of isotopomers of tryptic peptides (both endogenous mass and heavier deuterium-enriched species). Using d2ome, the protein synthesis rates were determined using the time course of deuterium incorporation and a nonlinear regression fit model. D2ome makes these calculations by determining the rate of decline of the M0 isotopomer as the mass shifts from the M0 isotopomer to heavier mass isotopomers (e.g., M+1, M+2, M+3) with the incorporation of deuterium over time. The individual protein synthesis rates were calculated using the median value of all peptides for a protein. To minimize the impact of variability within quantifying peptides, Grubbs̕ outlier detection and removal was used.

### Gene expression profiling

Liver samples from mice (*n* = 3/group) euthanized after 7 days of feeding experimental diets were used for RNA isolation for subsequent gene expression profiling (RNA-seq). Isolation of RNA was performed by adding approximately 20 mg of crushed and frozen liver samples to TRI Reagent RT (RT 111, Molecular Research Center, Inc.) and use of Direct-zol RNA Miniprep (R2052, Zymo Research) according to the recommended protocol. The sufficient quantity and quality of the isolated RNA were confirmed using NanoDrop One (Thermo Fisher Scientific) and Bioanalyzer 2100 (Agilent Technologies, Inc.). External quality control of the isolated RNA, polyA selection, library preparation, and 150PE Illumina sequencing was performed by GENEWIZ (GENEWIZ, South Plainfield, NJ, USA). The raw reads were processed as follows: initial quality control of FASTQ data using FastQC (version 0.11.9) and adapter and quality trimming using cutadapt (version 3.4) [23]. Pseudoalignment was performed using kallisto (version 0.46.2) [24]. Mouse Ensembl Transcriptome v94 was the reference genome. Differential gene expression analysis was performed by loading kallisto output into R (version 4.0.3, https://www.r-project.org/) running RStudio (https://posit.co/) and using tximport (version 1.18.0) [25] followed by running DEseq2 (version 1.30.1) with independent filtering [26]. Differentially expressed genes (DEGs) were defined by an adjusted *p*-value (padj) of <0.05 without any constraints on the level of fold change (log2FC). Gene ontology (GO) analysis was performed as described under pathway analysis, analyzing up (log2FC > 0) and down (log2FC < 0) DEGs separately. Additional information and the raw and processed data are available on the Gene Expression Omnibus repository under identifier GSE200149.

### Pathway analysis for gene expression data

Gene set enrichment analysis (GSEA) [27] was used to identify pathway enrichments related to down and upregulated DEGs with padj <0.05. For the GSEA, we manually selected the following GSEA collections for a more focused enrichment analysis: C1, C3, CP, GO, and H. The top 10 up and down pathways, by enrichment adjusted *p*-value, for select comparisons are displayed, including pathway member abundance (k/K) information.

### Pathway analysis for kinetic proteomics data

Pathway analysis was performed using the STRING database (version 11.5) [28], with evidence stringency set to 0.7 (“high”) for the initial pathway enrichment analysis (Fig. 5) and then maintained at 0.4 (“medium”) for subsequent analyses. Pathway analysis was limited to those proteins that were reliably detected in both groups of comparison with 562 serving as the minimum number.

### Data visualization and statistical analysis

All analyses and visualization of data were conducted in R (version 4.0.3) running RStudio (https://posit.co/) using the following packages: tidyverse [29], UpSetR [30], car, rstatix, ggpubr, and DescTools. Figures and illustrations were compiled in Adobe Illustrator (version 25.4.1, Adobe). Adherence to statistical test assumptions (normality and homoscedasticity) was assessed by using the Shapiro-Wilk and Levene’s tests. When necessary, data was log-transformed to approach adherence. Statistical main or interaction effects between independent variables were analyzed using either two- or three-factor analysis of variance (2- or 3-way ANOVA) with either diet (Ctrl or SAAR) and fat (RF or HF) content as main variables in the case of 2-way ANOVA and with diet, fat, and time in the case of 3-way ANOVA. Comparisons between groups were conducted using pairwise *t*-tests with either Bonferroni or FDR correction for multiple comparisons. Wherever relevant, data is presented as mean ± standard error of the mean (sem) with individual data points displayed as dots. Statistical significance, unless otherwise specified, was set to *α* = 0.05.

### Data availability

The data supporting the findings in this article are either available through data deposited at online repositories (Proteomics: 10.5281/zenodo.7215980, Transcriptomics: GSE200149) or available from the corresponding author upon reasonable request.

## Results

### Dietary SAAR promotes leanness and triggers amino acid stress signaling events in the liver independent of dietary fat content and energy consumption

In order to confirm previous findings that dietary SAAR defends against DIO, we fed adult male C57Bl/6J mice either regular-fat (18% of energy) or high-fat (60% of energy) SAAR diets for up to 35 days (Fig. 1A). Mice fed either SAAR diet lost weight, especially towards the end of the dietary intervention, whereas mice fed either regular-fat or high-fat control diets gained weight throughout the study period (Fig. 1B and Figure S1A). Furthermore, mice consuming a HF.SAAR diet lost the most body weight even though they consumed the most calories (Fig. 1B, C and Figure S1B-C). In addition, both cumulative and estimated daily water consumption increased during dietary SAAR (Fig. 1D and Figure S1E). Increased daily water and food consumption were established by days 7 and 14, respectively, in both RF.SAAR and HF.SAAR mice, and these measurements were associated with circulating concentrations of FGF21 (Fig. 1E and Figure S1D and S1F).

**Fig. 1:**
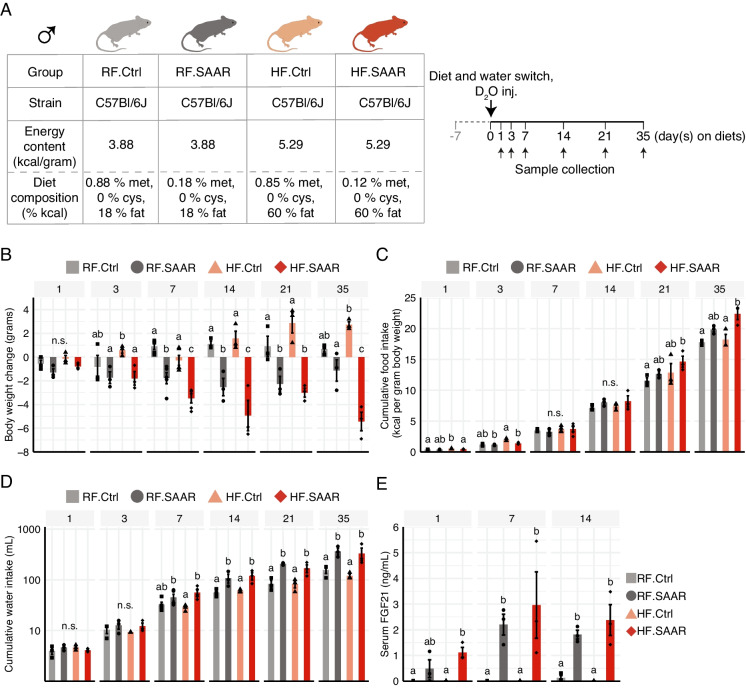
Dietary sulfur amino acid restriction triggers hyperphagia, hyperdipsia, and attenuation of weight gain independent of dietary fat and energy content. **A** Study outline with information on biological sex, group names, mouse strain, dietary energy content, sulfur amino acid content, and key experimental interventions, including sample collection (small arrows) and intraperitoneal administration of deuterium (D_2_O inj.) and commencement of experimental diets and deuterium in drinking water (large arrow). The four diet groups are regular-fat control diet (RF.Ctrl, light grey square), regular-fat sulfur amino acid restricted diet (RF.SAAR, dark grey circle), high-fat control diet (HF.Ctrl, peach triangle), and high-fat sulfur amino acid restricted diet (HF.SAAR, red diamond). **B** Change in body weight of animals euthanized at the timepoints indicated. **C** Cumulative food intake normalized to body weight. **D** Cumulative water intake of animals euthanized at indicated timepoints. **E** Serum levels of fibroblast growth factor 21 (FGF21) measured in mice euthanized after 1, 7, or 14 days of consuming experimental diets. Data is displayed as mean ± standard error of the mean, with individual data points displayed as dots (*n* = 3–5 male mice per group). Within each timepoint (indicated in grey headers), bars without shared letters were statistically different at *α* = 0.05, as determined by 3-way ANOVA followed by pair-wise *t*-tests with (**B**, **C**, and **D**) FDR or **E** Bonferroni’s correction for multiple comparisons

Increased hepatic phosphorylation of eIF2 on its alpha subunit, indicative of ISR activation, was evident at day 7 in both SAAR and HF groups, reaching the highest levels in the HF.SAAR group (Fig. 2A). Another sensor and transducer of amino acid status is the mechanistic target of rapamycin complex 1 (mTORC1). Hepatic mTORC1 signaling was unchanged by diet at day 7 (Fig. 2B) but became suppressed by SAAR over time. By day 35, both ISR activation and mTORC1 suppression were evident in the livers of SAAR-fed mice, independent of dietary fat and GCN2 phosphorylation (Figure S2A-D). ISR activation was further confirmed in the livers of SAAR-fed mice at day 7 via an increased abundance of several ATF4 target genes, including *Atf4*, *Atf5*, *Fgf21*, and decreased *Scd1* expression (Fig. 2C). However, no alterations in the ATF4 gene targets *Gdf15* and *Nupr1* were noted (Fig. 2C). Collectively, dietary SAAR induced robust and sustained phenotypical changes alongside molecular markers of ISR activation and diminished mTORC1 signaling regardless of dietary fat content.

**Fig. 2:**
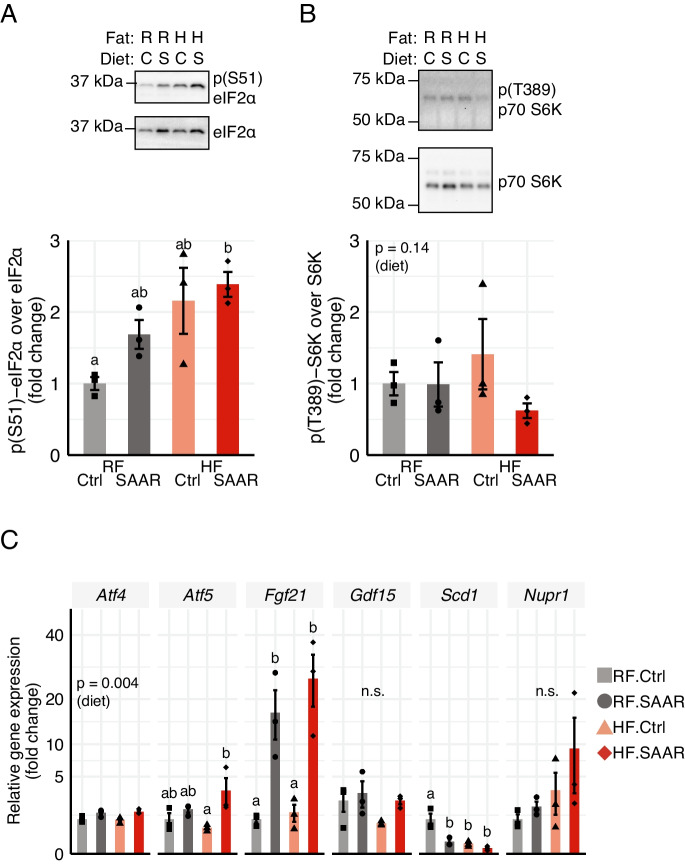
Seven days of dietary sulfur amino acid restriction activates the integrated stress response in the livers of male mice. **A** Hepatic ratios and representative blots of **A** phosphorylated (at S51) eIF2α over total eIF2α and **B** phosphorylated (at T389) p70 S6K over total p70 S6K in mice fed a regular-fat control (RF.Ctrl, light grey bars), RF sulfur amino acid restricted (RF.SAAR, dark grey bars), high-fat control (HF.Ctrl, peach bars), or HF.SAAR (red bars) for 7 days. **C** Hepatic ratios of (from left to right) *Atf4*, *Atf5*, *Fgf21*, *Gdf15*, *Scd1*, and *Nupr1* in mice fed indicated diets for 7 days. Data is displayed as mean ± standard error of the mean, with individual data points displayed as dots (*n* = 3–5 mice per group). Bars without shared letters were statistically different at *α* = 0.05, as determined by 2-way ANOVA followed by pair-wise *t*-tests with Bonferroni’s correction for multiple comparisons

### Dietary SAAR is agnostic to dietary fat content in reshaping the liver transcriptome

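Liver RNA from 12 male mice, 3 in each of 4 groups, was sequenced after 7 days on the diets. All diets lacked cysteine. The sulfur amino acid restricted diets (SAAR) also held less methionine than the control diets (Ctrl), with glutamic acid added in its place. Fat supplied 18% of the energy in the regular-fat diets (RF) and 60% in the high-fat diets (HF). Libraries were made from polyadenylated RNA and read from both ends. The authors trimmed the reads with cutadapt and assigned them with kallisto to the transcripts of the Ensembl mouse annotation. kallisto divides a read that matches several transcripts among them by likelihood. The deposited values are its estimated counts, with the effective length and the length-scaled abundance (TPM) of every transcript, and the counts carry no normalization between mice. Estimated counts summed to between 17207527 and 20162590 per mouse in RF.Ctrl (median 18722319) and to between 17061599 and 18429983 in RF.SAAR (median 17947785). The totals lay between 16203094 and 21230092 in HF.Ctrl (median 16649996) and between 17710716 and 19933360 in HF.SAAR (median 19895587). Mitochondrial transcripts held 5.61 to 7.07% of the counts of a mouse. The 10 most abundant transcripts held 19.2 to 23.6% in Ctrl mice and 15.7 to 18.4% in SAAR mice. In the annotation of genome build GRCm38, 116816 of the listed transcripts were found, and the other 1673 held 1.08% of the counts. Counts were rounded and scaled by the TMM factors of edgeR, which were 0.852 to 1.00 in Ctrl mice and 0.994 to 1.11 in SAAR mice. Scaling by library size alone, chosen after the data had been seen, shifted the median log2 fold change of all tested transcripts by 0.16 in RF.SAAR vs. RF.Ctrl and by 0.18 in HF.SAAR vs. HF.Ctrl. All log2 fold changes from the transcriptome data are relative to the TMM scale. The 36098 transcripts that passed edgeR's filterByExpr for the 4 groups were tested with its quasi-likelihood F-test, with all 12 mice in one fit. A transcript was called changed at a Benjamini-Hochberg adjusted p under 0.05. Counts were also summed over the transcripts of each gene, and 15061 genes were tested in the same way.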

We performed RNA sequencing on liver samples collected 7 days after the start of experimental diets (Table S3). Principal component analysis (PCA) showed a clear separation between liver samples from Ctrl- and SAAR-fed mice (Fig. 3A). 

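The components were computed on the log2 of the counts scaled to library size (CPM, with a prior count of 2) of the 500 transcripts with the largest variance, as the paper's text names neither the scale nor the number of transcripts. The first 3 components held 22.6, 11.6 and 9.50% of the variance. On PC3 all Ctrl mice lay on one side of all SAAR mice, and 77.7% of the variance of this component lay between Ctrl and SAAR. On PC1 and PC2 the Ctrl and SAAR mice overlapped, with 1.75 and 7.16% of the variance between them. Over all components, diet accounted for 9.61% of the variance (p = 0.265, exact permutation test over the 400 relabelings of diet within each fat level). Of the alternatives set before the data were examined, the variance stabilizing transformation of DESeq2 moved this share most, to 17.4% (p = 0.0150, same exact test). On that scale PC1 and PC2 held 38.9 and 18.7% of the variance, Ctrl and SAAR mice did not overlap on PC2, and 89.0% of the variance of PC2 lay between them. With every tested transcript the share of diet was 10.8% (p = 0.00500, the smallest this exact permutation test can give), and with counts summed by gene it was 13.4% (p = 0.0700, exact permutation).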

Of note, PCA did not indicate clear separation by dietary fat content. 

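Dietary fat accounted for 11.0% of the variance over all components (p = 0.150, exact permutation of the fat level within each diet). None of the first 5 components had all HF mice on one side of all RF mice, and 23.7% of the variance of PC1 lay between the fat levels. Of the alternatives set beforehand, the variance stabilized scale again moved the share of fat most, to 16.1% (p = 0.0700, exact permutation). Between HF.Ctrl and RF.Ctrl mice, edgeR called 0 of the 36098 transcripts, while 1389 had an unadjusted p under 0.05. It called 0 genes, with 552 at an unadjusted p under 0.05. DESeq2 called 38 transcripts higher and 40 lower in this comparison.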

Rather, HF feeding increased sample heterogeneity. 

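Heterogeneity was measured as the distance of each mouse to the centroid of its group over the same 500 transcripts. The mean distance was 50.6 ± 3.17 (SD, n = 6 mice) on HF diets and 47.8 ± 3.61 (SD, n = 6) on RF diets, a ratio of 1.06 (p = 0.186, two-sided exact permutation over 924 relabelings). The difference was smaller than the spread between mice. On the variance stabilized scale the ratio was 1.23 (p = 0.0671, same exact test). The transcripts with the largest weights on PC1, named after their values had been seen, included those of the pancreatic acinar genes Reg1, Amy2a2, Amy2a3, Amy2a4, Amy2a5, Try4, Pnlip, Zg16 and 2210010C04Rik. Summed over a list of 34 genes of pancreatic acinar cells, CPM of all estimated counts, without TMM factors, ranged 437-fold between mice. The HF.Ctrl mice had 1803 (MRX361), 6495 (MRX365) and 82.6 CPM (MRX369), and the HF.SAAR mice had 78.7 (MRX362), 4284 (MRX366) and 20826 CPM (MRX370). The RF.Ctrl mice had 1660.5 (MRX363), 81.2 (MRX367) and 86.2 CPM (MRX371), and the RF.SAAR mice had 47.7 (MRX364), 103 (MRX368) and 80.9 CPM (MRX372). With the listed genes left out, the ratio of HF to RF distances was 1.02 (p = 0.580, exact permutation) on log2 CPM and 0.997 (p = 0.952, exact permutation) on the variance stabilized scale.

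**Figure D1:**
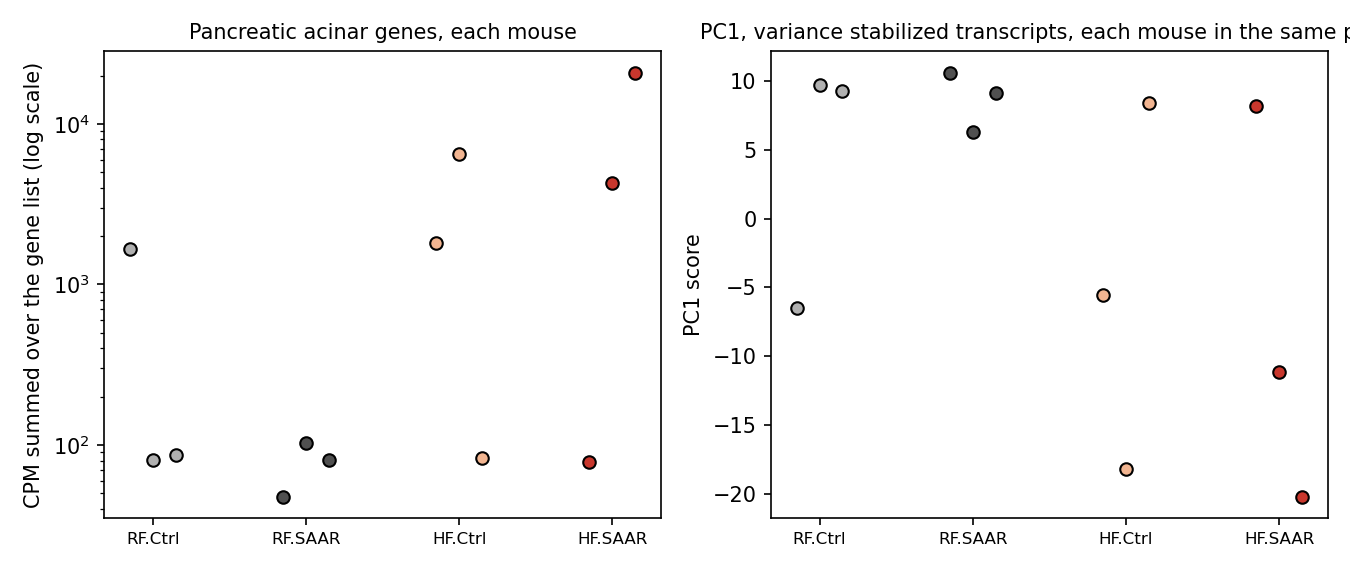
Left, CPM summed over the 34 pancreatic acinar genes for each of the 12 mice, on a log axis, by group. Right, the PC1 score of the same mice on the variance stabilized scale, in the same horizontal places; HF.SAAR mouse MRX370, with 20826 CPM, has the lowest PC1 score.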

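In RF.SAAR vs. RF.Ctrl, 24 transcripts were called higher and 28 lower, and in HF.SAAR vs. HF.Ctrl 62 were called higher and 65 lower. At an unadjusted p under 0.05 there were 2851 and 2769 transcripts. The 3 SAAR and 3 Ctrl mice did not overlap for any of the 52 and 127 called transcripts, which were selected on these mice. With counts summed by gene, 87 genes were called higher and 130 lower on RF diets, and 144 higher and 143 lower on HF diets. Scaling by library size, chosen after the data had been seen, gave 78 higher and 17 lower on RF diets and 273 and 53 on HF diets. Of the alternatives set before the data were examined, DESeq2 moved the counts most, to 270 transcripts higher and 314 lower on RF diets and 333 higher of 697 changed on HF diets. Counts were also simulated from these mice with edgeR's dispersions, with 200 transcripts changed by a log2 fold change of 2. Of DESeq2's 171 calls there, 48.0% were of unchanged transcripts, and edgeR recovered 30.3% of the changed transcripts that it tested. The share of false calls depends on how many transcripts change, and DESeq2 called 584 and 697 in the real comparisons. The 48.0% therefore cannot be carried over to them. Among the transcripts with the smallest p in RF.SAAR vs. RF.Ctrl, Cyp39a1 rose by a log2 fold change of 2.58 (SE 0.20, adjusted p = 0.00282), Tfrc by 1.97 (SE 0.19, adjusted p = 0.0124) and Htatip2 by 1.55 (SE 0.16, adjusted p = 0.0137). Ghr had a log2 fold change of −0.84 (SE 0.085, adjusted p = 0.0124), Slc22a7 of −1.29 (SE 0.14, adjusted p = 0.0137) and C9 of −1.03 (SE 0.11, adjusted p = 0.0137). In HF.SAAR vs. HF.Ctrl the same measure was 3.69 (SE 0.21, adjusted p = 0.000125) for Cyp39a1, 1.30 (SE 0.089, adjusted p = 0.000388) for Gstm1 and 2.83 (SE 0.23, adjusted p = 0.00115) for Ugt1a9, whose reads can be shared with other Gst and Ugt1a genes. It was −1.61 (SE 0.11, adjusted p = 0.000396) for C9, −1.79 (SE 0.15, adjusted p = 0.00115) for C6 and −3.16 (SE 0.27, adjusted p = 0.00115) for Selenbp2, a gene with a close paralog. Table S4 lists 19 transcripts of the integrated stress response (ISR), of which 18 were tested. Slc7a11 was not, with 0 to 0.395 CPM over all mice. Adjusted over all transcripts, 0 of the 18 were called in RF.SAAR vs. RF.Ctrl (7 at an unadjusted p under 0.05) and 5 in HF.SAAR vs. HF.Ctrl. Adjusted over the list alone, the calls were 5 and 9. Of the 18 transcripts, 14 were higher in RF.SAAR than in RF.Ctrl mice and 18 in HF.SAAR than in HF.Ctrl mice.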

We then searched the differentially expressed gene lists for ISR-gene targets as identified in previously published lists [31, 32] (Table S4). We noted in both SAAR groups increased expression of *Fgf21*, *Atf5*, and other ISR-related transcripts*,* as well as reduced expression of *Scd1*, when compared to their respective controls (Fig. 3B, C). Indeed, the liver ISR gene signature in mice fed HF.SAAR was augmented versus mice fed RF.SAAR, evidenced by Reactome pathways “eukaryotic translation elongation” and “response to eIF2AK4/GCN2 to amino acid deficiency” present only in the high-fat comparison (Fig. 3D, E). 

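Fgf21 (ENSMUST00000033099) lies on chromosome 7 from 45613886 to 45615490. Its normalized CPM were 1.58 ± 0.969 in RF.Ctrl and 21.3 ± 13.5 in RF.SAAR mice (mean ± SD, n = 3 per group), a log2 fold change of 3.74 (SE 0.70, edgeR adjusted p = 0.0851). In HF.Ctrl and HF.SAAR mice they were 1.48 ± 0.793 and 32.0 ± 17.1, a log2 fold change of 4.41 (SE 0.72, adjusted p = 0.0355). Atf5 (ENSMUST00000047356), on chromosome 7 from 44812256 to 44816658, had 225 ± 25.0 CPM in RF.Ctrl and 415 ± 36.3 in RF.SAAR mice. Its log2 fold change was 0.88 (SE 0.15, adjusted p = 0.0580). Between HF.Ctrl (166 ± 18.2 CPM) and HF.SAAR (529.8 ± 97.4 CPM) it was 1.67 (SE 0.15, adjusted p = 0.00115). Asns, on chromosome 6 from 7675169 to 7693254, Psat1, on chromosome 19 from 15904678 to 15925059, and Mthfd2, on chromosome 6 from 83305691 to 83317606, were called in HF.SAAR vs. HF.Ctrl. Their log2 fold changes there were 3.41 (SE 0.56, adjusted p = 0.0352), 4.55 (SE 0.49, adjusted p = 0.00421) and 3.73 (SE 0.38, adjusted p = 0.00249), against 1.27 (SE 0.51, adjusted p = 0.551), 2.42 (SE 0.44, adjusted p = 0.0770) and 1.22 (SE 0.34, adjusted p = 0.304) in RF.SAAR vs. RF.Ctrl. In HF.Ctrl mice the 3 transcripts had 4.22 ± 1.17, 1.00 ± 0.103 and 0.912 ± 0.113 CPM, and in HF.SAAR mice 45.0 ± 14.7, 23.6 ± 6.87 and 12.2 ± 6.41. Gadd45b rose by 2.23 (SE 0.52, adjusted p = 0.189) on RF diets and by 2.30 (SE 0.51, adjusted p = 0.122) on HF diets on the log2 scale. In each comparison every SAAR mouse had more CPM of these 6 transcripts than every Ctrl mouse. The most abundant transcript of Scd1 (ENSMUST00000041331), on chromosome 19 from 44394455 to 44407709, fell from 1097 ± 136 CPM in RF.Ctrl to 223 ± 152 in RF.SAAR mice, a log2 fold change of −2.30 (SE 0.44, adjusted p = 0.0900). It fell from 75.9 ± 12.6 CPM in HF.Ctrl to 29.5 ± 11.5 in HF.SAAR mice, a log2 fold change of −1.36 (SE 0.43, adjusted p = 0.360). The 3 SAAR mice lay below the 3 Ctrl mice in both comparisons. DESeq2 called Scd1 in both, with adjusted p = 3.24e-06 and 0.0313. It also called Fgf21, Atf5, Psat1 and Gadd45b in both.

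**Figure D2:**
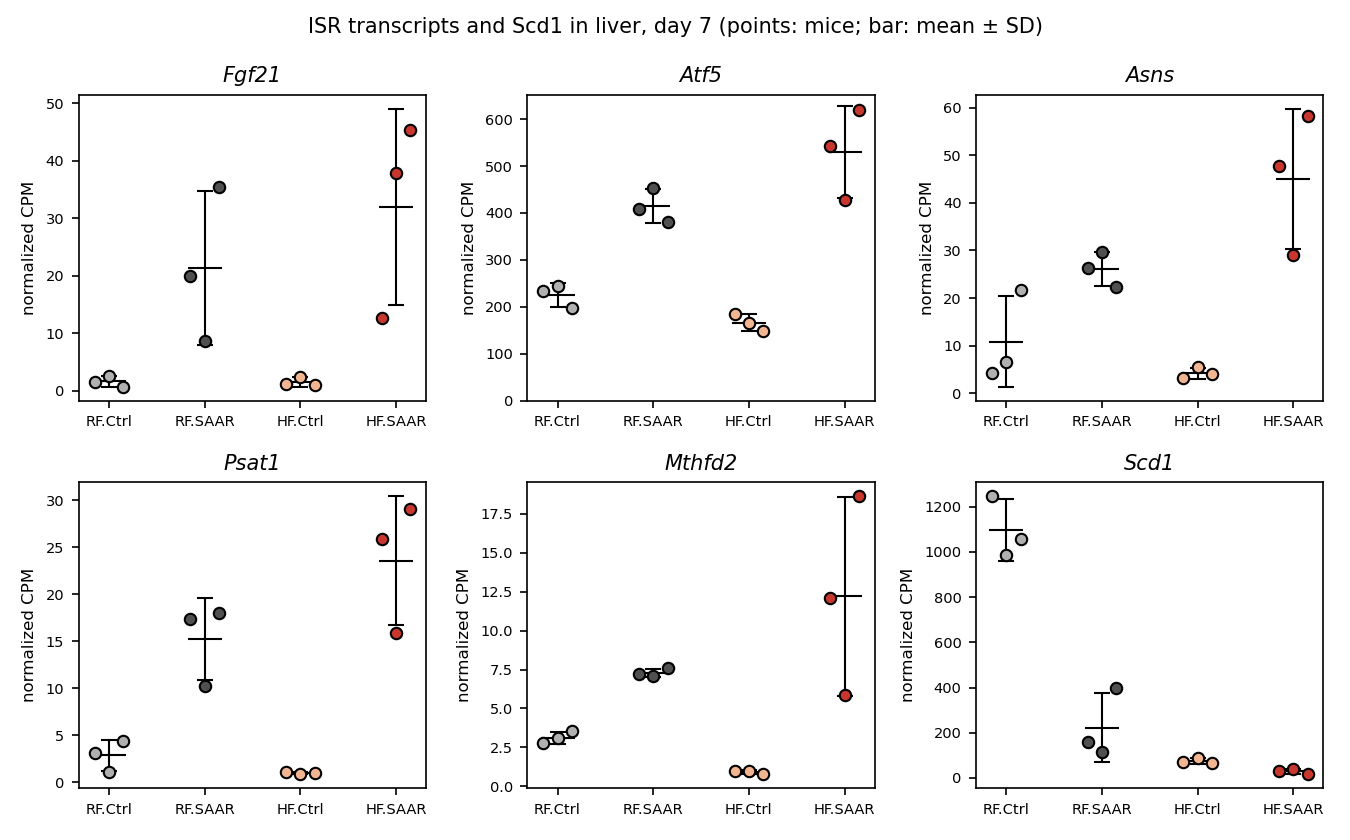
Normalized CPM of Fgf21, Atf5, Asns, Psat1, Mthfd2 and Scd1 in the 4 groups, with a point for each mouse and the mean ± SD (n = 3) beside them. Fgf21 averaged 21.3 and 32.0 CPM in the RF.SAAR and HF.SAAR mice, and Scd1 averaged 1097 CPM in the RF.Ctrl mice.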

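Over the 18 ISR transcripts the median log2 fold change was 0.31 in RF.SAAR vs. RF.Ctrl (adjusted p = 0.0724) and 0.88 in HF.SAAR vs. HF.Ctrl (adjusted p = 0.00929), by the rotation test fry of limma with adjustment over 17 set tests. The difference between the responses, tested as the interaction of diet and fat, had a median of 0.64 (adjusted p = 0.144). It was positive for 17 of the 18 transcripts. In HF.SAAR vs. RF.SAAR the median was 0.69 (adjusted p = 0.144), with 16 transcripts higher, and in HF.Ctrl vs. RF.Ctrl it was −0.013 (adjusted p = 0.542). The test camera in place of fry moved these results most: it put the interaction past the threshold at the same median, with adjusted p from 1.1e-06 to 0.154 over the alternatives. The camera test asks whether a set changed more than the other transcripts, with a small preset correlation among its members. Where members vary together more than that, its p is too small. It answers another question than fry. Adjusted over all transcripts, Mthfd2 had an interaction past the threshold under 3 of 10 alternatives, some chosen after the data had been seen. Under the reference settings 0 ISR transcripts had one past it (5 at an unadjusted p under 0.05). Adjusted over the list, 3 did: Atf5 (log2 difference 0.79, adjusted p = 0.0250), Mthfd2 (2.51, adjusted p = 0.00723) and Psat1 (2.13, adjusted p = 0.0371), named after their values had been seen. For these and Asns, part of the difference lay in the control groups. The log2 fold change in HF.Ctrl vs. RF.Ctrl was −0.44 for Atf5, −1.77 for Mthfd2, −1.50 for Psat1 and −1.35 for Asns. In HF.SAAR vs. RF.SAAR it was 0.35, 0.74, 0.63 and 0.78. For Asns the control difference rested on RF.Ctrl mouse MRX371, with 21.7 CPM. The other RF.Ctrl mice had 4.24 and 6.50 CPM and the HF.Ctrl mice 3.20 to 5.49. That mouse also bears on the Asns response on RF diets and on its interaction. The ribosomal protein transcripts, which make up most of the elongation pathway named by the paper, had a median log2 fold change of 0.10 (adjusted p = 0.543) on RF diets and 0.34 (adjusted p = 0.144) on HF diets. Their interaction had a median of 0.26 (adjusted p = 0.542). Among the calls, by contrast, they were enriched on HF diets alone with DESeq2 and with genes, by a Fisher's exact test added after the data had been examined.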

The amplified ISR signature may be due to the protein dilution effect of high-fat feeding because mice fed HF.SAAR consumed less protein and SAA on a weight basis than mice fed RF.SAA (Figure S1B).

**Fig. 3:**
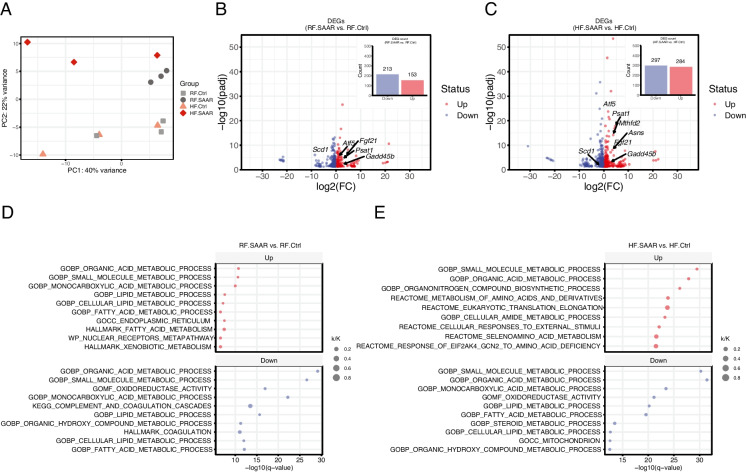
Seven days of dietary sulfur amino acid restriction realigns the hepatic transcriptome to favor increased fatty acid metabolism independent of dietary fat content. **A** Principal component analysis (PCA) plot for individual liver samples from mice fed either a regular-fat control (RF.Ctrl, light grey squares), RF sulfur amino acid restricted (RF.SAAR, dark grey circles), high-fat control (HF.Ctrl, peach triangles), or high-fat sulfur amino acid restricted (HF.SAAR, red diamond) diets for 7 days. Data based on RNA-seq data showing separation by principal component (PC) 1 and PC2. **B** and **C** Differentially expressed gene (DEG, defined as *q* <0.05)-related volcano plot highlighting up- and down-regulated transcripts and total counts of each (inset bar graph) for **B** RF.SAAR vs. RF.Ctrl and **C** HF.SAAR vs. HF.Ctrl, with integrated stress response (ISR) target transcripts labeled. **D** and **E** Top 10 up- and down-regulated pathways based on gene set enrichment analysis of DEGs in **D** RF.SAAR vs. RF.Ctrl and **E** HF.SAAR vs. HF.Ctrl. Pathway member abundance (k/K) is indicated by shape size and enrichment significance is indicated on the *x*-axis. *n* = 3 male mice per group

Gene set enrichment analysis (GSEA) on DEGs indicated that both RF.SAAR and HF.SAAR increased the expression of fatty acid metabolic genes relative to their respective control groups (Fig. 3 D, E). 

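A set of 97 genes of fatty acid oxidation, synthesis, activation and transport, with 302 tested transcripts, stood in for the GSEA terms. Its median log2 fold change was 0.074 in RF.SAAR vs. RF.Ctrl (adjusted p = 0.542, limma's fry), with 169 transcripts higher and 133 lower. In HF.SAAR vs. HF.Ctrl it was −0.0097 (adjusted p = 0.909), with 148 higher and 154 lower. The interaction of diet and fat had a median of −0.082 (adjusted p = 0.542). Library-size scaling, chosen after the data had been seen, moved the set most, to medians of 0.23 and 0.17. It put the median of all tested transcripts at 0.16 and 0.18, so the HF value is no rise over the other transcripts. The adjusted p of the set over the alternatives ran from 0.0275 to 0.947 on RF diets and from 0.0307 to 0.999 on HF diets. DESeq2 called 11 fatty acid transcripts higher and 10 lower on RF diets, and 8 higher and 13 lower on HF diets. By Fisher's exact test, added after the data had been examined, these were more than expected in both directions on RF diets (adjusted p = 7.33e-05 and 0.00108) and on HF diets (adjusted p = 0.0169 and 5.45e-05). The same exact test on genes called by edgeR gave 6 higher where 0.560 were expected (adjusted p = 0.000135) and 5 lower where 0.837 were expected (adjusted p = 0.00434) on RF diets. On HF diets it gave 3 higher where 0.927 were expected (adjusted p = 0.110) and 6 lower where 0.921 were expected (adjusted p = 0.00128). Among transcripts called by edgeR the set was not past the threshold by this exact test (smallest adjusted p = 0.114).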

When comparing the two SAAR groups, GSEA corroborated the observed phenotype of body weight reduction by highlighting greater differences in the expression of genes related to fatty acid and triglyceride metabolism, such as *Scd1* (Figure S3A-B). 

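In HF.SAAR vs. RF.SAAR, edgeR called 1 transcript, with 1516 at an unadjusted p under 0.05. It was Ces1d (ENSMUST00000034172, chromosome 8 from 93166068 to 93197838), a carboxylesterase gene with close paralogs, at 275 ± 29.3 CPM in RF.SAAR and 121 ± 16.8 CPM in HF.SAAR mice. Its log2 fold change was −1.18 (SE 0.12, adjusted p = 0.0416), with all HF.SAAR mice below all RF.SAAR mice. With counts summed by gene, 3 genes were called higher and 4 lower in HF.SAAR mice. Scd1 had a log2 fold change of −2.92 (SE 0.45, adjusted p = 0.224) in HF.SAAR vs. RF.SAAR and of −3.85 (SE 0.47, adjusted p = 0.0794) in HF.Ctrl vs. RF.Ctrl, without overlap between the groups of mice in either comparison. Its interaction of diet and fat was 0.93 (SE 0.59, adjusted p = 1.00). DESeq2 put Scd1 past the threshold in HF.SAAR vs. RF.SAAR (log2 fold change −2.93, adjusted p = 1e-09). It called 138 transcripts in this comparison, of which 24 (17.4%) were on the list of pancreatic acinar genes. In HF.Ctrl vs. RF.Ctrl, Scd1 was past the threshold under 4 of 11 alternatives, some chosen after the data had been seen.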

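Of the transcripts called in RF.SAAR vs. RF.Ctrl and in HF.SAAR vs. HF.Ctrl, 29 were called in both, where independent calls would give 0.183 (Fisher's exact test, p = 7.31e-59). Transcripts can share reads and both comparisons come from one fit, so this p is approximate and does not measure the spread between mice. All 29 had the same direction, 13 higher and 16 lower. Among all calls of a comparison, 50 of 52 RF calls had the same sign on HF diets and 123 of 127 HF calls the same sign on RF diets. The absolute log2 fold change was larger on HF diets for 20 of the 29 shared transcripts, with a median ratio of 1.10. With counts summed by gene, 113 genes were shared (43 higher, 70 lower), and 71 of them had the larger change on HF diets. The interaction of diet and fat was past the threshold for 0 transcripts (1256 at an unadjusted p under 0.05) and for 1 gene, Cyp39a1, whose log2 fold change differed by 1.22 (SE 0.14, adjusted p = 0.0117). DESeq2 had 221 shared transcripts of the same direction.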

While the response amplitude of several genes was greater in HF.SAAR, the gene lists themselves were quite similar. 

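The called fatty acid transcripts were those of Cyp4a14 and Cyp4a31, members of a family of fatty acid hydroxylases that can share reads. Cyp4a14 (ENSMUST00000030487, chromosome 4 from 115486200 to 115496142) had a log2 fold change of 4.76 (SE 0.67, adjusted p = 0.0316) in RF.SAAR vs. RF.Ctrl and 3.15 (SE 0.62, adjusted p = 0.0785) in HF.SAAR vs. HF.Ctrl, with an interaction of −1.60 (SE 0.82, adjusted p = 1.00). Cyp4a31 (ENSMUST00000030480, chromosome 4 from 115563698 to 115579013) had 2.83 (SE 0.42, adjusted p = 0.0386) and 2.69 (SE 0.42, adjusted p = 0.0280). All SAAR mice had more of both than their controls. At the level of genes, Acot2, Cyp4a10, Cyp4a14, Cyp4a31, Cyp4a32 and Ehhadh were called higher on RF diets and Acacb, Cyp4a31 and Fads1 on HF diets, named after their values had been seen. On the lower side were Acadsb, Acsl5, Acss2, Elovl6 and Slc27a5 on RF diets and Acadsb, Acox3, Acsl1, Acss2, Cyp4a12b and Slc27a5 on HF diets. In both comparisons Cyp4a31 was higher and Acadsb, Acss2 and Slc27a5 were lower. The paper reasons from the GSEA terms found in each SAAR comparison (Fig. 3D, E) and from the likeness of the gene lists at both levels of fat.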

We interpret these results to indicate that dietary SAAR alters the hepatic transcriptome to favor increased fatty acid metabolism regardless of the dietary fat content.

Another hallmark of ISR activation and SAAR is altered redox status and improved redox defenses. In this regard, we noted that the GO molecular function term “oxidoreductase activity” was found among the top 10 down pathways in both SAAR vs. Ctrl comparisons (Fig. 3 D, E). 

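Genes of dehydrogenases, reductases of steroids and related oxidases, 149 in all with 463 tested transcripts, were taken in place of the GO term. The median log2 fold change was −0.098 in RF.SAAR vs. RF.Ctrl (adjusted p = 0.224, limma's fry), and 280 of the 463 transcripts were lower. In HF.SAAR vs. HF.Ctrl it was −0.031 (adjusted p = 0.602), with 248 lower. Scaling by library size moved both medians above 0, to 0.067 and 0.15, the latter past the threshold (adjusted p = 0.0307, fry). It put the median of all tested transcripts at 0.16 and 0.18, so the set stayed below the other transcripts. The interaction had a median of 0.040 (adjusted p = 0.542). DESeq2 called 5 of the set's transcripts higher and 21 lower on RF diets, and 5 higher and 18 lower on HF diets.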

Given the central role that redox status plays in the maintenance of mitochondrial health and healthy aging, we further investigated this term and the associated DEGs, revealing a relatively large overlap between both comparisons (Figure S3C). 

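At the level of genes, 9 dehydrogenase genes were called lower on RF diets and 7 on HF diets, and 7 of them were the same: Acadsb, Adh4, Hsd17b2, Hsd3b2, Hsd3b3, Hsd3b5 and Ldhd. Reads of the Hsd3b genes can be shared among them. Called higher were 4 and 3 genes, with Aldh1l2, Hsd17b13 and Idh2 in both. The genes were named after their values had been seen. With DESeq2 on transcripts, 16 and 14 genes of the set had a transcript called lower, 10 of them in both comparisons. By Fisher's exact test, added after the data had been examined, the genes called by edgeR held more of the set than expected on the lower side, at 9 lower where 1.29 were expected (adjusted p = 5.67e-05) on RF and 7 lower where 1.41 were expected (adjusted p = 0.00183) on HF diets. On the higher side it was 4 higher where 0.861 were expected (adjusted p = 0.0207) and 3 higher where 1.42 were expected (adjusted p = 0.263). For transcripts called lower by DESeq2 the adjusted p was 1.81e-08 and 8.87e-06 (Fisher's exact test), and for those called lower by edgeR it was 0.170 and 0.170, not past the threshold. Related genes that share reads are not independent, so these p are approximate.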

Among the overlapping downregulated transcripts were multiple genes encoding dehydrogenases and mitochondrial-encoded proteins, pointing to processes involved with the consumption of cellular reducing power by the mitochondria.

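The 13 mRNAs encoded by the mitochondrial genome had a median log2 fold change of −0.41 in RF.SAAR vs. RF.Ctrl (adjusted p = 0.00929, limma's fry) and −0.37 in HF.SAAR vs. HF.Ctrl (adjusted p = 0.0193). On RF diets all 13 were lower, from −0.65 for mt-Nd4l to −0.20 for mt-Co1. On HF diets 12 were lower, from −0.59 for mt-Nd4l to 0.034 for mt-Nd3. Scaling by library size moved the medians to −0.24 and −0.18. The interaction had a median of 0.040 (adjusted p = 0.602). Among these mRNAs, mt-Nd4 was called in both comparisons, at −0.46 (SE 0.068, adjusted p = 0.0348) and −0.47 (SE 0.068, adjusted p = 0.0165), and DESeq2 called 5 and 6 of them lower. The Hsd3b2 transcript with the smallest p (ENSMUST00000107022, chromosome 3 from 98709255 to 98724543) had a log2 fold change of −1.15 (SE 0.14, adjusted p = 0.0177) on RF diets and −1.19 (SE 0.14, adjusted p = 0.00626) on HF diets. A Ldhd transcript that the annotation lists as a retained intron had −0.33 (SE 0.090, adjusted p = 0.290) and −0.75 (SE 0.090, adjusted p = 0.00626). Idh2, a dehydrogenase of the mitochondrial matrix, rose by 0.45 (SE 0.093, adjusted p = 0.129) and 0.71 (SE 0.094, adjusted p = 0.0108). For each of these 4 genes all SAAR mice lay on one side of their controls.

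**Figure D3:**
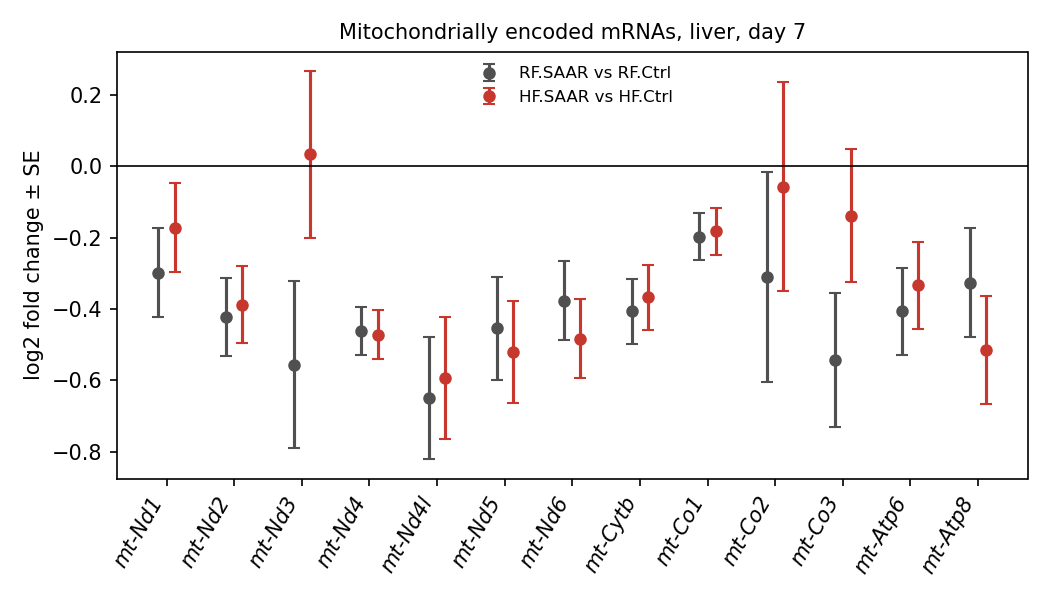
Log2 fold change of the 13 mitochondrially encoded mRNAs in RF.SAAR vs. RF.Ctrl and HF.SAAR vs. HF.Ctrl on the TMM scale, with bars for ± SE. On RF diets the points lie between −0.65 and −0.20. Scaling by library size put mt-Nd1, mt-Co2 and mt-Co3 above 0 on HF diets, below the median of 0.18 it gave all tested transcripts.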

### Dietary SAAR changes the composition of proteins in the liver that make up and interact with the ribosome

Knowing that dietary SAAR reduces bulk protein synthesis in the liver [11, 12], we turned our attention to the hepatic proteome and examined how synthesis rates of individual proteins were altered. Employing a kinetic proteomics approach (Fig. 4A), 820 unique liver proteins were identified across the four different experimental groups. Of these, 562 proteins were present in all four groups (Fig. 4B), thus allowing for a rich investigation of individual protein synthesis rate changes between and among groups (Table S5). Proteins identified only in a single group (Fig. 4B, the last four bars from the left and Table S6) did not represent any specific biological processes when submitting to pathway analysis and therefore were not included in subsequent pairwise comparisons.

**Fig. 4:**
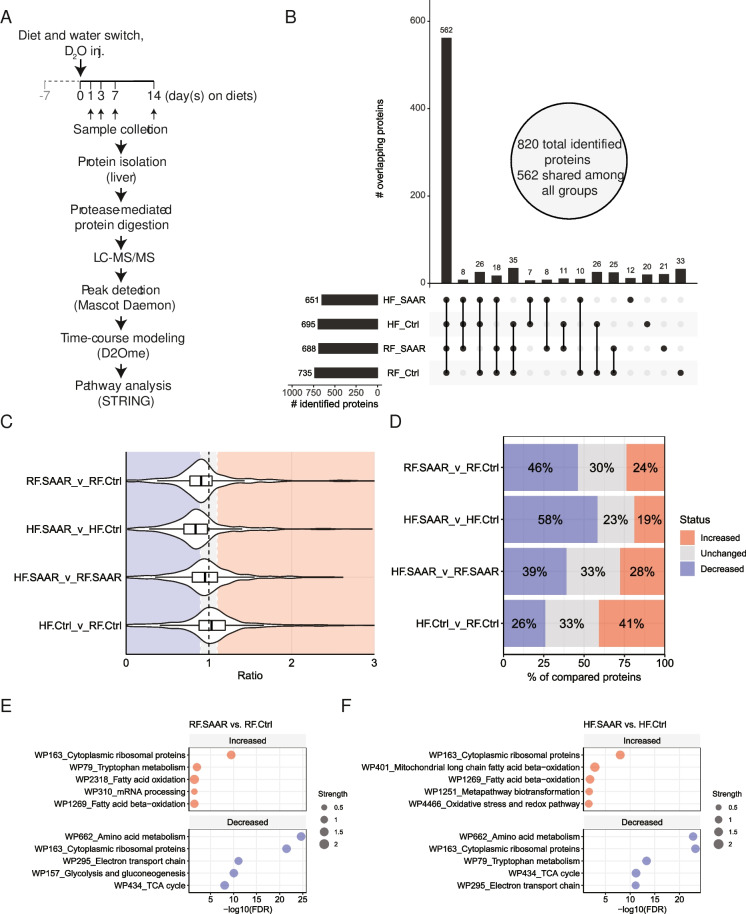
Dietary sulfur amino acid restriction alters synthesis rates of specific hepatic proteins to accommodate increased fatty acid metabolism. **A** Overview of kinetic proteomic approach. Small arrows indicate when (1, 3 7, or 14 days after the start of experimental diets) liver samples were collected for subsequent kinetic proteomics. **B** Upset plot displaying the number of proteins, of 820 total identified proteins, found overlapping between groups, as indicated by vertically connected dots along the *x*-axis. Dots without vertical connections indicate cases when proteins were found only in a single group: regular-fat control (RF.Ctrl), RF sulfur amino acid restricted (RF.SAAR), high-fat (HF) control (HF.Ctrl), or HF.SAAR. Total protein counts in each group are indicated by horizontal bar graphs. **C** Distributions of synthesis rate ratios in the experimental groups: regular-fat control (RF.Ctrl), RF sulfur amino acid restricted (RF.SAAR), high-fat Ctrl (HF.Ctrl), or HF SAAR (HF.SAAR)) comparisons. **D** Percentage of compared proteins defined as either increased (>1.1 ratio), decreased (<0.9 ratio), or unchanged in their synthesis rates in the respective comparisons. **E** Top 5 WikiPathway (WP) terms for proteins with either increased (top) or decreased (bottom) synthesis rate ratios in RF.SAAR vs. RF.Ctrl and **F** Top 5 WikiPathway (WP) terms for proteins with either increased (top) or decreased (bottom) synthesis rate ratios in HF.SAAR vs. HF.Ctrl. Enrichment strength is indicated by shape size and false discovery rate (FDR) is displayed on the *x*-axis. Data is a composite of *n* = 3 male mice per group per timepoint

To better understand relative differences between groups, a magnitude-based inference approach was used to analyze differences in synthesis rate ratios with each pairwise comparison [33]. Using this approach, we decided a 10% or greater change would represent a physiologically or practically important value of effect. This value is based on our previous analysis of liver protein synthesis using null-hypothesis significance testing which showed that SAAR reduced liver protein synthesis by 10% or more [11, 12]. As such, we defined three response categories in pair-wise comparisons of interest: we defined synthesis rate ratios <0.9 as “decreased,” >1.1 as “increased,” and ratios between 0.9 and 1.1 as “unchanged.” Consistent with our published findings that dietary SAAR reduces bulk protein synthesis in the liver, we observed an overall left shift, or reduction, in synthesis rate ratios for both SAAR diets as compared to their respective control diets. This was noted whether the data were visualized as a violin plot to show the density of distributed data (Fig. 4C) or more simply as response category percentages (Fig. 4D). We also noted that high-fat feeding resulted in a rightward shift, or increase, in ratio distribution as compared to feeding the low-fat diet.

Next, commonalities among proteins with increased or decreased rate ratios were explored using pathway enrichment analysis. We observed substantial overlap among the top 5 increased and decreased WikiPathway (WP) terms (Fig. 4C, D; Figure S4C-D; and Table S7). A major signature shared in both SAAR groups was the term “Cytoplasmic ribosomal proteins” (WP163) (Fig. 4C, D and Table S7). To explore this further, we analyzed relative hepatic protein abundances at day 7 (Table S8). Correlating the fold changes in protein abundance between RF.SAAR vs. RF.Ctrl and HF.SAAR vs. HF.Ctrl comparisons, we noted that the common differential response to SAAR at the proteome level was relatively weak (Pearson’s *r* = 0.17) as compared to the transcriptome (Pearson’s *r* = 0.93, using only DEGs) (Fig. 5A, B). 

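Over the 29 transcripts called in both SAAR comparisons, Pearson's r of the log2 fold changes was 0.970 and Spearman's rho 0.952. These are correlations across transcripts, which are not independent replicates, and over transcripts selected for a change in both comparisons. Over the 113 genes called in both, r was 0.949. Of the alternatives set before the data were examined, the calls of DESeq2 moved r most, to −0.0041 over 226 shared transcripts, while rho was 0.852. Of those, 13 lay beyond ±5 on the log2 scale, the axis limits of Fig. 5A, and 5 of the 13 had opposite signs. Within these limits, which were chosen after the data had been seen, r was 0.950. Over all tested transcripts r was 0.0745, and over all tested genes 0.323.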

A weak shared differential response to SAAR was also observable at the level of protein synthesis rates (Fig. 5C), showing a limited correlation of synthesis rate ratios (Pearson’s *r* = −0.101) between the two dietary fat comparisons.

**Fig. 5:**
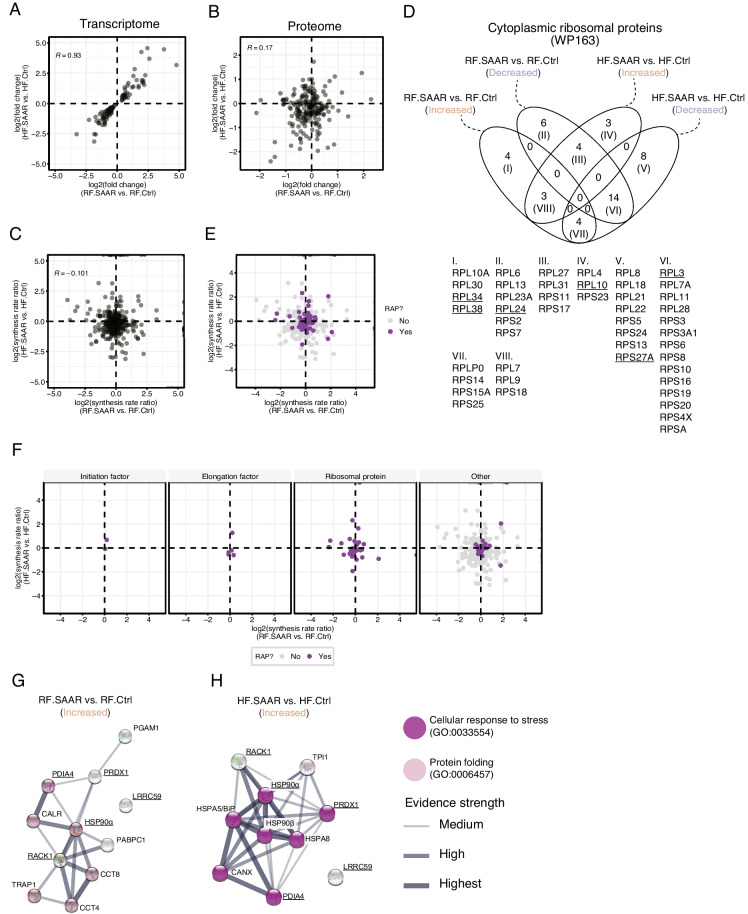
Dietary sulfur amino acid restriction alters protein synthesis rates of ribosomal proteins and ribosome-associated proteins in the liver. **A** Transcriptomic correlation between differentially expressed genes (DEGs) in the regular-fat sulfur amino acid restriction (RF.SAAR) vs. RF control (RF.Ctrl) and the high-fat SAAR (HF.SAAR) vs. HF.Ctrl comparisons. **B** Proteomic correlation between relative changes in hepatic protein expression at day 7 in the RF.SAAR vs. RF.Ctrl and the HF.SAAR vs. HF.Ctrl comparisons. **C** Correlation between protein synthesis rate ratios in the RF.SAAR vs. RF.Ctrl and the HF.SAAR vs. HF.Ctrl comparisons. Pearson’s correlation coefficient (Pearson’s *r* or *R*) is displayed for each correlation using the plotted data. **D** Venn diagram showing the classification (increased or decreased in synthesis rate ratio) of the ribosomal proteins comprising the WikiPathway (WP) term “cytosolic ribosomal proteins.” Roman numerals within the Venn diagram refer to the below table showing which ribosomal proteins were found in a specific comparison. Underscored ribosomal proteins signify ones described to have a rapid turnover within the assembled 80S ribosome, as detailed in the main text. **E** Correlation between synthesis rate ratios of ribosome-associated proteins (RAPs) in the RF.SAAR vs. RF.Ctrl and the HF.SAAR vs. HF.Ctrl comparisons. Purple dots highlight identified RAPs. **F** Separated correlations (from **E**) of different classes of RAPs (left to right: initiation factors, elongation factors, ribosomal proteins, and others) in the RF.SAAR vs. RF.Ctrl and the HF.SAAR vs. HF.Ctrl comparisons. **G** and **H** pathway enrichment analysis network of RAPs within the “others” category with increased synthesis rate ratios in the **G** RF.SAAR vs. RF.Ctrl and **H** HF.SAAR vs. HF.Ctrl comparisons. Legend for **G** and **H** indicate enriched gene ontology (GO) terms and evidence strength as defined by STRING. Data is a composite of *n* = 3 male mice per group per timepoint

To explore the role of the translational machinery itself in this, we processed the ribosomal proteins (RPs) that comprised the WP-term “Cytoplasmic ribosomal proteins” (WP163) and identified in which category they fell (“increased” or “decreased,” as defined above) and noted a complex relationship (Fig. 5D). While a large collection of RPs had decreased synthesis rate ratios in either one or both comparisons (Fig. 5D, tulip areas II, V, and VI), there were several that showed discordant changes (Fig. 5D, tulip areas III and VII).

In light of recent data on differential exchange rates among the core RPs into assembled ribosomes, we used previously established classifications of RPs under dietary restriction conditions [34] as either (a) static, the category in which approximately 80% of core RPs fall into; (b) rapidly exchanging, the category of core RPs that can be replaced during the lifetime of a ribosome; or (c) conditionally either static or rapidly exchanging. Among the RPs that had been classified as rapidly exchanging under dietary restriction (RPL3, RPL10, RPL19, RPL24, RPL38, RPS27A), we noted that a majority were uniquely represented in only one comparison, with one-half increasing (RPL10, RPL30, and RPL34) and the other half decreasing (RPL3, RPL24, and RPS27A) in synthesis rate ratios (Fig. 5D). 

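Of the 216 tested transcripts of 49 ribosomal protein (RP) genes, 145 were higher in RF.SAAR than in RF.Ctrl mice and 169 in HF.SAAR than in HF.Ctrl mice. Their log2 fold changes ran from −2.24 to 2.08 on RF diets and from −2.40 to 2.15 on HF diets. edgeR called 0 of them in either comparison, and 5 and 47 were higher at an unadjusted p under 0.05. Summed by gene, 44 and 49 of the 49 genes were higher. In HF.SAAR vs. HF.Ctrl, 3 were called higher (Rpl12, Rpl5 and Rpsa, named after their values had been seen), and 0 in RF.SAAR vs. RF.Ctrl. At an unadjusted p under 0.05, 2 genes were higher on RF diets and 40 on HF diets. DESeq2 called 16 RP transcripts higher in HF.SAAR vs. HF.Ctrl, and scaling by library size, chosen after the data had been seen, gave 29. By Fisher's exact test, added after the data had been examined, the calls of DESeq2 held more RP transcripts than the 2.01 expected (adjusted p = 4.86e-09), and 3 genes were higher where 0.468 were expected (adjusted p = 0.0207) with counts summed by gene. On RF diets DESeq2 called 0 RP transcripts higher where 1.65 were expected. RP genes vary together and are not independent, so these p are approximate.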

We noted limited differential gene expression of identified RP transcripts in our transcriptomics data (Figure S5).

Ribosome heterogeneity is suggested to extend beyond the core RPs to include other proteins that directly interact with the ribosome, termed ribosome-associated proteins (RAPs), that together with core translational proteins form the ribo-interactome [35]. By filtering our synthesis rate dataset through the published ribo-interactome in mouse embryonic stem cells, we identify 89 RAPs with different synthesis rate ratios in SAAR vs. Ctrl comparisons (Fig. 5E and Table S9).

Upon further manual classification of these RAPs, we first noted that the few identified translation initiation (eIF4A1 and eIF5A) and elongation (eEF1A1, eEF1B, eEF1D, eEF1G, eEF2) factors changed very little in synthesis rate whereas many RPs and other RAPs not included in the core translational machinery displayed greater changes (Fig. 5F). Pathway enrichment analysis identified several overlapping RAPs between the two comparisons, namely RACK1, LRRC59, PRDX1, and HSP90α, plus PDIA4. These proteins clustered into the GO biological process (BP) “Protein folding” (GO:0006457) in the RF comparison (Fig. 5G) whereas the GO BP term “Cellular response to stress” (GO:0033554) emerged in the HF comparison (Fig. 5H). Taken together, these data suggest that core RP and RAP stoichiometry undergo rearrangement during SAAR to improve protein quality control.

### Dietary SAAR reshapes the proteome to alter amino acid and fatty acid metabolic processes in the liver

Both SAAR groups when compared to their respective controls had the WP terms “amino acid metabolism” (WP662), “TCA cycle” (WP434), and “electron transport chain” (WP295) as the top terms for proteins with reduced synthesis rate ratios. With respect to “amino acid metabolism” (WP662), several methionine metabolism-related proteins (Table S7) were represented, including cystathionine gamma-lyase (CGL), cystathionine beta-synthase (CBS), mercaptopyruvate sulfurtransferase (MPST), and glutathione S-tranferase A4 (GSTA4), likely indicative of reduced synthesis rates of proteins involved in the downstream metabolism of both cysteine and methionine. Also among the most decreased pathways in the HF.SAAR vs. HF.Ctrl comparison was the WP term, “tryptophan metabolism” (WP79) consisting of proteins involved in the de novo biosynthesis of NAD^+^ alongside several dehydrogenases (e.g., ALDH1A1, ALDH2, ALDH3A2, HADH, and HSD17B10) which function in NAD^+^/NADH use (Figure S6A-C). Paradoxically, this term was also among the most increased pathways in the RF.SAAR vs. RF.Ctrl comparison (Fig. 4C, D), and all identified proteins in the RF.SAAR vs. RF.Ctrl comparison were present in the HF.SAAR vs. HF.Ctrl comparison. Analysis of hepatic ratios of NAD^+^/NADH in samples collected both after 7 and 35 days of experimental diets did not reveal any statistically significant differences among groups (Figure S6D-E). Hepatic expression of two major NAD^+^-consuming proteins (SIRT1 and PARP1) also did not differ at day 35 (Figure S6F-G). While the synthesis rates for several proteins involved in AA usage were altered so as to suggest AA stress, none of the altered proteins were products of known ISR target genes (e.g., those illustrated in Fig. 3 or listed in Table S4).

Finally, we noted that dietary SAAR increased synthesis rates of proteins related to fatty acid oxidation in the liver regardless of dietary fat level. Both SAAR vs. Ctrl comparisons revealed an enrichment for increased synthesis of proteins involved in fatty acid oxidation (WP2318, WP1269, and WP401) (Fig. 4C, D). These lists (Table S7) included proteins involved in peroxisomal fatty acid oxidation (EHHADH and PECR), mitochondrial fatty acid oxidation (ACADM, ACADS, ACADVL, ACSL1, ECHS1, GCDH, and HADHB), and other facilitating processes (TPI1 and MTTP) that are consistent with the physiological condition of losing body fat. Livers from HF.SAAR mice also showed the increased synthesis of proteins involved in neutralizing ROS and maintaining cellular redox homeostasis (WP1251, WP4466). In summary, kinetic proteomic changes in metabolism reflected mobilization, catabolism, and utilization of fatty acids alongside ROS management and amino acid sparing as seen during an adaptive starvation response.

## Discussion

Understanding how dietary restriction strategies modulate proteostasis is a crucial step in the development of healthspan-extending dietary treatments [8, 36, 37]. Here, we build on previous data in the liver by identifying distinct processes in metabolism and proteostasis that were altered by dietary SAAR in male mice. These changes were characterized by an increase in the synthesis of fatty acid oxidation proteins, a decrease in the synthesis of amino acid metabolic proteins, and a remodeling of proteins involved in ROS handling and NAD+ metabolism. Importantly, we find that the proteostatic machinery itself is impacted, with the synthesis of many RPs and RAPs significantly altered in the liver by dietary SAAR. Collectively, these changes are compatible with a slowed growth phenotype coupled with improved cellular maintenance and stress resilience. This work contributes to research efforts in healthy aging by providing a rich dataset representing an adult baseline in a species widely studied to understand the mechanism by which dietary SAAR improves healthspan and extends lifespan [9].

In addition to confirming ISR activation to dietary SAAR, we observed a clear transcriptomic response that was largely agnostic to the fat and energy content of the diet. A slightly amplified ISR signature in the HF.SAAR group is likely the consequence of a greater protein dilution effect [38]. The protein and SAA content of diets used in this study were designed to be similar on a per-weight basis. Mice consuming a HFD consumed more calories but less absolute intake in grams, further reducing the absolute intake of all essential AAs in addition to the sulfur amino acids. Thus, a greater degree of restriction elicited a greater response. This finding emphasizes how the liver is exquisitely responsive to protein quality and quantity, regardless of energy intake.

In stark contrast to the transcriptomic data, we were unable to detect a single hallmark ISR protein from our manually curated list in our kinetic proteomic dataset. Certainly, we and others have observed an increased abundance of ISR-associated proteins and target transcripts upon SAA restriction or deprivation using other methods of detection [11, 12, 14, 15, 39–42]. This difference between ISR transcript versus protein levels may be consequential to ISR gene targets possessing a relatively short protein half-life (i.e., minutes to hours) or existing in low abundance. Calculation of protein synthesis using deuterium-labeled alanine is resolved best in relatively abundant proteins across days to weeks, and we previously reported *Atf4* translation occurs within minutes upon feeding a diet deficient in SAA [14].

Another important observation in our study is that RP synthesis rates are dynamically regulated during SAAR. In budding yeast, methionine restriction reduces ribosomal gene abundances and alters ribosome loading patterns in the 5′ untranslated regions of genes, affecting translation efficiency [43]. Similarly, targeted screens of RP mRNA translation during acute conditions of nutrient stress in cells and in the liver shows that RP-encoding transcripts are preferentially suppressed translationally via mTORC1 and the ISR [44–47]. There is a very limited amount of data on RP translation during dietary SAAR. Our current results suggest that translational control during SAAR is more complex and varied than previously appreciated. Recent studies in eukaryotic cells identify distinct heterogeneous RP stoichiometry during stress [48, 49]. Peripheral RPs such as RPL38 are replaced multiple times during the lifespan of a ribosome and are sensitive to dietary signals [34]. Ribosomal proteins such as RPL38 also participate in regulating the translation of a subset of genes via interaction with structured RNA elements [50]. Data such as these point to an additional layer of ribosome-mediated translational control in which heterogeneity of surface RPs may influence subsets of transcripts during dietary SAAR.

Ribosomes associate with a large pool of accessory proteins; ~430 of these proteins interact directly with ribosomes and are defined as ribosome-associated proteins or RAPs [35]. Recent work shows that RAPs can interact with specific subsets of ribosomes to regulate translation at defined subcellular locations [35]. One example of such an increased RAP is the peroxidase, peroxiredoxin 1 (PRDX1). Peroxiredoxins function as protective proteins and help to maintain cellular redox status under nutrient-stress conditions [51]. An increase in the synthesis of RAPs such as PRDX1 may serve as a means of hepatocellular protection during dietary SAAR.

We also note that other pathways related to redox balance, exemplified by tryptophan metabolism and its relationship with NAD^+^ biosynthesis, had differential regulation of synthesis rates and as a function of dietary fat content. Nonetheless, we did not detect differences in whole liver lysate NAD^+^/NADH ratios. We interpret these results to suggest that SAAR-driven and fat-dependent protein synthesis changes are consequential to a higher priority to maintain NAD^+^/NADH flux, as previously characterized in calorically restricted and aged mice [52]. Given the central role that redox balance plays in healthy aging, this differential approach to maintain NAD^+^/NADH balance is a topic that warrants further research.

In conclusion, execution of the hepatic ISR by dietary SAAR corresponds with dynamic changes in the synthesis rates of individual liver proteins in male mice. Investigation of the kinetic proteome in the liver reveals four major signatures: first, a reduction in central metabolic pathways and processes relating to biotransformation and use of amino acids for energy; second, an increase in synthesis rates of proteins involved in the transport, preparation, and oxidation of fatty acids for energy; third, activation of the oxidative stress response and changes in NAD^+^/NADH-related tryptophan metabolism to support cellular redox balance; and finally, a dynamic restructuring of the ribo-interactome, whereby both RPs and RAPs are increased or decreased to adjust protein synthesis capacity and improve proteostasis maintenance. Interestingly, these signatures reflect overlap with other forms of dietary restriction and the adaptive response to starvation. These changes in the transcriptome and proteome, remarkably agnostic to dietary fat intake, work together to safely manage the increased fatty acid and energy flux, while supporting a slow growth phenotype that is synonymous with improved healthspan and extended lifespan. Future studies in females are needed to understand the basis for sex differences in the effect of dietary SAAR on liver proteostasis [11].

### Supplementary information

ESM 1: **Figure S1** Related to Figure 1. (A) Start and end body weights in grams for each experimental cohort (1, 3, 7, 14, 21 or 35 days on experimental diets, as indicated by grey headers), with groups being regular-fat control (RF.Ctrl), RF sulfur amino acid restricted (RF.SAAR), high-fat Ctrl (HF.Ctrl) and HF.SAAR. Dots connected by lines represent start and end body weights for individual animals in each cohort. (B) Normalized cumulative food intake in grams per gram body weight for each experimental cohort. (C) Daily normalized food intake (as energy). (D) Correlation between daily food intake (as energy) and serum levels of FGF21, with Pearson’s correlation coefficient (Pearson’s r or R) displayed for each timepoint. (E) Daily water intake. (F) Correlation between daily water intake and serum levels of FGF21, with Pearson’s r displayed for each timepoint. Data is displayed as mean ± standard error of the mean, with individual data points displayed as dots (n = 3-5 male mice per group). Within each timepoint (indicated in grey headers), bars without shared letters were statistically different at α = 0.05, as determined by 3-way ANOVA followed by pair-wise t-tests with (B, C and E) FDR correction for multiple comparisons

ESM 2: **Figure S2** Related to Figure 2. (A-D) Hepatic ratios and representative blots of (A) phosphorylated (at T899) GCN2 over total GCN2, (B) phosphorylated (at S51) eIF2α over total eIF2α, (C) phosphorylated (at T389) p70 S6K over total p70 S6K, and (D) phosphorylated (at S235/236) S6 over S6 in mice fed either a regular-fat control (RF.Ctrl), RF sulfur amino acid restricted (RF.SAAR), high-fat Ctrl (HF.Ctrl) or HF.SAAR diet for 35 days. Data is displayed as mean ± standard error of the mean, with individual data points displayed as dots (n = 3 male mice group). Displayed statistically significant (at α = 0.05) main effects were determined by 2-way ANOVA, and with “n.s.” indicating that no statistically significant differences were observed

ESM 3: **Figure S3** Related to Figure 3. (A) Differentially expressed gene (DEG, defined as q <0.05)-related volcano plot highlighting up and down regulated transcripts and total counts of each (inset bar graph) for high-fat sulfur amino acid restricted (HF.SAAR) vs. regular-fat (RF) SAAR (RF.SAAR), with integrated stress response (ISR)-related transcripts labelled if found among DEGs. (B) Gene set enrichment analysis-derived top 10 up and down (when applicable) regulated pathways based on gene set enrichment analysis of DEGs in HF.SAAR vs. RF.SAAR comparison. (C) Detailed lists of down DEGs comprising the gene ontology (GO) molecular function term “oxidoreductase activity” in each indicated comparison (left- or right-most columns), or both (middle columns)

ESM 4: **Figure S4** Related to Figure 4. (A) Top 5 WikiPathway (WP) terms for protein synthesis rate ratios increased (top) or decreased (bottom) in HF.SAAR vs. RF.SAAR. (B) Top 5 WikiPathway (WP) terms for protein synthesis rate ratios increased (top) or decreased (bottom) in HF.Ctrl vs. RF.Ctrl. Enrichment strength is indicated by shape size and false discovery rate (FDR) is displayed on the x-axis

ESM 5: **Figure S5** Related to Figure 5. (A) Hepatic expression of transcripts encoding core ribosomal proteins, expressed as fold change for the displayed comparisons, in mice fed a regular-fat control (RF.Ctrl) vs. RF sulfur amino acid restricted (RF.SAAR) and mice fed high-fat Ctrl (HF.Ctrl) vs. HF SAAR for seven days. Dots represent individual transcripts, with black dots signifying transcripts with FDR-adjusted p-values (padj) <0.05 and grey dots signifying padj >0.05 in both comparisons

ESM 6: **Figure S6** Whole liver lysate NAD+/NADH ratios are maintained during dietary sulfur amino acid restriction. (A) List of proteins with increased or decreased synthesis rate ratios falling into the WikiPathway term “Trp [tryptophan] metabolism” (WP79) in either the regular-fat control (RF.Ctrl) vs. RF sulfur amino acid restricted (RF.SAAR) comparison or the high-fat Ctrl (HF.Ctrl) vs. HF SAAR comparison. Underscored proteins signify ones found in both comparisons. (B) Distribution of synthesis rate ratios of observed aldehyde dehydrogenases (ADH5, ALDH1A1, ALDH1A2, ALDH1A3, ALDH1A7, ALDH1B1, ALDH1L1, ALDH1L2, ALDH2, ALDH3A1, ALDH3A2, ALDH3B1, ALDH3B2, ALDH3B3, ALDH4A1, ALDH7A1 and/or ALDH9A1) in the respective displayed comparisons. (C) Visualization of where KYNU and HAAO are situated in the de novo NAD+ biosynthesis pathway. (D) and (E) Hepatic NAD+/NADH ratios in the indicated groups after (D) seven or (E) 35 days of feeding experimental diets. (F) and (G) Hepatic ratios and representative blots of (F) PARP1 over total protein and (G) SIRT1 over total protein in mice fed either a RF.Ctrl (RF, or R and Ctrl, or C), RF.SAAR (RF, or R and SAAR, or S), HF.Ctrl (HF, or H and Ctrl, or C), or HF.SAAR (HF, or H and SAAR, or S) diet for 35 days. Data (in D, E, F and G) is displayed as mean ± standard error of the mean, with individual data points displayed as dots (n = 3 male mice per group). Statistically significant (at α = 0.05) differences were determined by 2-way ANOVA, with “n.s.” indicating that no statistically significant differences were observed

ESM 7: **Table S1** List of antibodies

ESM 8: **Table S2** List of primers

ESM 9: **Table S3** List of select differentially expressed genes. Comparisons are indicated by the respective tabs in the file

ESM 10: **Table S4** List of integrated stress response-associated transcripts and proteins. Names are indicated in the column headers for protein names, gene names and UniProt IDs

ESM 11: **Table S5** List of select hepatic kinetic proteomics data. Groups (regular-fat, control diet = RFC; regular-fat, SAAR diet = RFS; high-fat, control diet = HFC; high-fat, SAAR diet = HFS) are indicated by the respective tabs in the file

ESM 12: **Table S6** Unique proteins identified using kinetic proteomics. List of select kinetic proteomics data for unique lists of proteins found in only one group

ESM 13: **Table S7** Pathway enrichment data. List of WikiPathway (WP) terms associated to the respective comparisons. Comparisons are indicated by the respective tabs in the file

ESM 14: **Table S8** Day seven proteomics data. List of select comparisons of hepatic proteomics data from day seven

ESM 15: **Table S9** Select synthesis rate ratios of identified ribosome-associated proteins. List of select identified ribosome-associated proteins (RAPs) in indicated comparisons. Comparisons are indicated by the respective tabs in the file

ESM 16: **Jonsson Supplement Table Legend**

ESM 17: **Jonsson Supplement Figure Legend**

ESM 18: **Figure S7** (EPS 2.64 MB)

ESM 19: **Figure S8** (EPS 1.81 MB)

ESM 20: **Figure S9** (EPS 2.63 MB)

ESM 21: **Figure S10** (EPS 693 KB)

ESM 22: **Figure S11** (EPS 8.33 MB)

# Supplementary material for: Kinetic proteomics identifies targeted changes in liver metabolism and the ribo-interactome by dietary sulfur amino acid restriction
**Source:** GeroScience. 2023 Mar 28;45(4):2425–41. doi: 10.1007/s11357-023-00758-w

Figure S6.

A

Trp metabolism  
(WP79)

| RF.SAAR vs. RF.Ctrl<br>(Increased) | HF.SAAR vs. HF.Ctrl<br>(Decreased) |          |
|------------------------------------|------------------------------------|----------|
| <u>ALDH9A1</u>                     | <u>ALDH9A1</u>                     | ALDH2    |
| <u>CYP2E1</u>                      | <u>CYP2E1</u>                      | ALDH3A2  |
| <u>CYP4F14</u>                     | <u>CYP4F14</u>                     | CYP2F2   |
| <u>ECHS1</u>                       | <u>ECHS1</u>                       | HADH     |
| <u>HAAO</u>                        | <u>HAAO</u>                        | HSD17B10 |
|                                    | AADAT                              | INMT     |
|                                    | ACAT1                              | KYNU     |
|                                    | ALDH1A1                            | MAOB     |

B

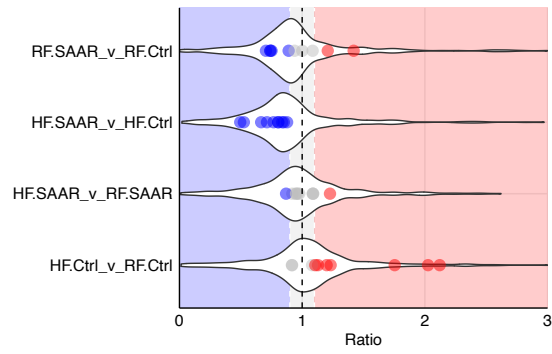

C

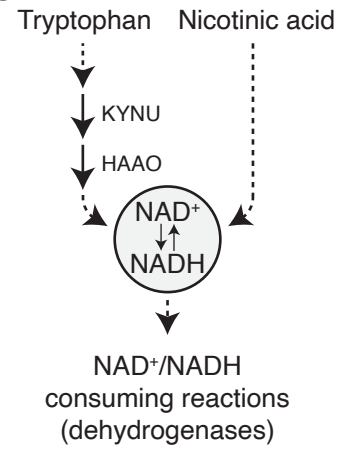

D

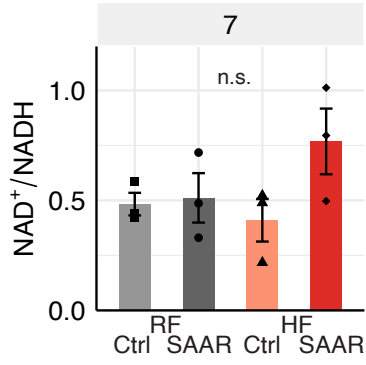

F

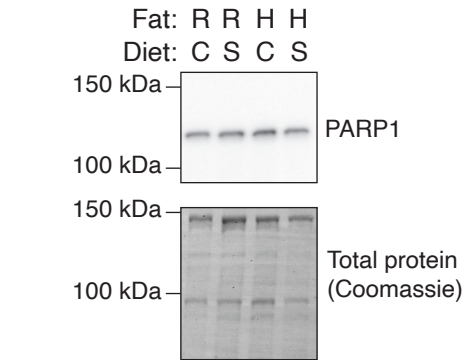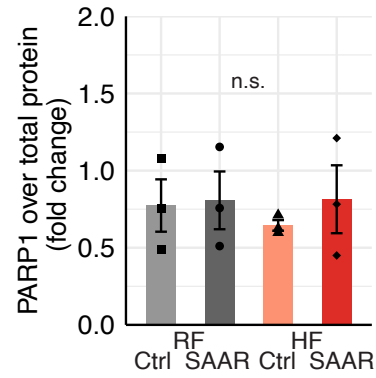

G

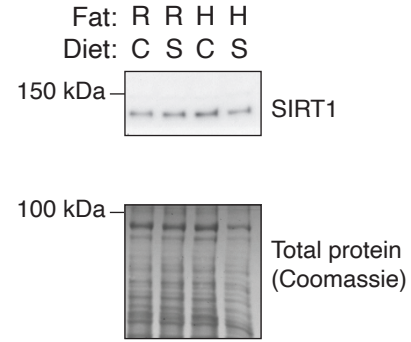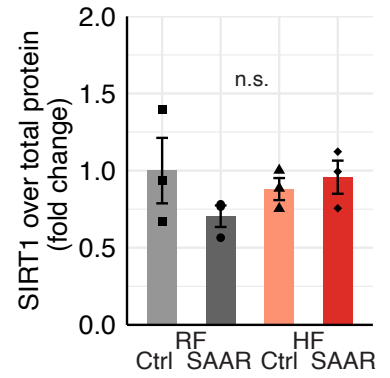

E

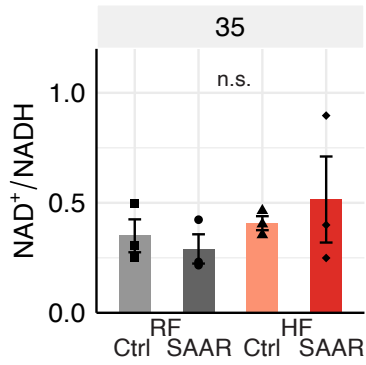

**Supplement:** Supplementary file 6 — Figure S6 Whole liver lysate NAD+/NADH ratios are maintained during dietary sulfur amino acid restriction. (A) List of proteins with increased or decreased synthesis rate ratios falling into the WikiPathway term “Trp [tryptophan] metabolism” (WP79) in either the regular-fat control (RF.Ctrl) vs. RF sulfur amino acid restricted (RF.SAAR) comparison or the high-fat Ctrl (HF.Ctrl) vs. HF SAAR comparison. Underscored proteins signify ones found in both comparisons. (B) Distribution of synthesis rate ratios of observed aldehyde dehydrogenases (ADH5, ALDH1A1, ALDH1A2, ALDH1A3, ALDH1A7, ALDH1B1, ALDH1L1, ALDH1L2, ALDH2, ALDH3A1, ALDH3A2, ALDH3B1, ALDH3B2, ALDH3B3, ALDH4A1, ALDH7A1 and/or ALDH9A1) in the respective displayed comparisons. (C) Visualization of where KYNU and HAAO are situated in the de novo NAD+ biosynthesis pathway. (D) and (E) Hepatic NAD+/NADH ratios in the indicated groups after (D) seven or (E) 35 days of feeding experimental diets. (F) and (G) Hepatic ratios and representative blots of (F) PARP1 over total protein and (G) SIRT1 over total protein in mice fed either a RF.Ctrl (RF, or R and Ctrl, or C), RF.SAAR (RF, or R and SAAR, or S), HF.Ctrl (HF, or H and Ctrl, or C), or HF.SAAR (HF, or H and SAAR, or S) diet for 35 days. Data (in D, E, F and G) is displayed as mean ± standard error of the mean, with individual data points displayed as dots (n = 3 male mice per group). Statistically significant (at α = 0.05) differences were determined by 2-way ANOVA, with “n.s.” indicating that no statistically significant differences were observed

# Supplementary material for: Kinetic proteomics identifies targeted changes in liver metabolism and the ribo-interactome by dietary sulfur amino acid restriction
**Source:** GeroScience. 2023 Mar 28;45(4):2425–41. doi: 10.1007/s11357-023-00758-w
**Supplement:** Supplementary file 16 — Jonsson Supplement Table Legend

Supplementary Table Captions

**Table S1. List of antibodies.**

**Table S2. List of primers.**

**Table S3. List of select differentially expressed genes**. Comparisons are indicated by the respective tabs in the file.

**Table S4.** **List of integrated stress response-associated transcripts and proteins.** Names are indicated in the column headers for protein names, gene names and UniProt IDs.

**Table S5.** **List of select hepatic kinetic proteomics data.** Groups (regular-fat, control diet = RFC; regular-fat, SAAR diet = RFS; high-fat, control diet = HFC; high-fat, SAAR diet = HFS) are indicated by the respective tabs in the file.

**Table S6. Unique proteins identified using kinetic proteomics.** List of select kinetic proteomics data for unique lists of proteins found in only one group.

**Table S7. Pathway enrichment data.** List of WikiPathway (WP) terms associated to the respective comparisons. Comparisons are indicated by the respective tabs in the file.

**Table S8. Day seven proteomics data.** List of select comparisons of hepatic proteomics data from day seven.

**Table S9. Select synthesis rate ratios of identified ribosome-associated proteins.** List of select identified ribosome-associated proteins (RAPs) in indicated comparisons. Comparisons are indicated by the respective tabs in the file.

# Supplementary material for: Kinetic proteomics identifies targeted changes in liver metabolism and the ribo-interactome by dietary sulfur amino acid restriction
**Source:** GeroScience. 2023 Mar 28;45(4):2425–41. doi: 10.1007/s11357-023-00758-w
**Supplement:** Supplementary file 17 — Jonsson Supplement Figure Legend

Supplementary Material

Supplementary Figure Captions

**Figure S1. Related to Figure 1.** (A) Start and end body weights in grams for each experimental cohort (1, 3, 7, 14, 21 or 35 days on experimental diets, as indicated by grey headers), with groups being regular-fat control (RF.Ctrl), RF sulfur amino acid restricted (RF.SAAR), high-fat Ctrl (HF.Ctrl) and HF.SAAR. Dots connected by lines represent start and end body weights for individual animals in each cohort. (B) Normalized cumulative food intake in grams per gram body weight for each experimental cohort. (C) Daily normalized food intake (as energy). (D) Correlation between daily food intake (as energy) and serum levels of FGF21, with Pearson’s correlation coefficient (Pearson’s r or R) displayed for each timepoint. (E) Daily water intake. (F) Correlation between daily water intake and serum levels of FGF21, with Pearson’s r displayed for each timepoint. Data is displayed as mean ± standard error of the mean, with individual data points displayed as dots (n = 3-5 male mice per group). Within each timepoint (indicated in grey headers), bars without shared letters were statistically different at α = 0.05, as determined by 3-way ANOVA followed by pair-wise t-tests with (B, C and E) FDR correction for multiple comparisons.

**Figure S2. Related to Figure 2.** (A-D) Hepatic ratios and representative blots of (A) phosphorylated (at T899) GCN2 over total GCN2, (B) phosphorylated (at S51) eIF2α over total eIF2α, (C) phosphorylated (at T389) p70 S6K over total p70 S6K, and (D) phosphorylated (at S235/236) S6 over S6 in mice fed either a regular-fat control (RF.Ctrl), RF sulfur amino acid restricted (RF.SAAR), high-fat Ctrl (HF.Ctrl) or HF.SAAR diet for 35 days. Data is displayed as mean ± standard error of the mean, with individual data points displayed as dots (n = 3 male mice group). Displayed statistically significant (at α = 0.05) main effects were determined by 2-way ANOVA, and with “n.s.” indicating that no statistically significant differences were observed.

**Figure S3. Related to Figure 3.** (A) Differentially expressed gene (DEG, defined as q <0.05)-related volcano plot highlighting up and down regulated transcripts and total counts of each (inset bar graph) for high-fat sulfur amino acid restricted (HF.SAAR) vs. regular-fat (RF) SAAR (RF.SAAR), with integrated stress response (ISR)-related transcripts labelled if found among DEGs. (B) Gene set enrichment analysis-derived top 10 up and down (when applicable) regulated pathways based on gene set enrichment analysis of DEGs in HF.SAAR vs. RF.SAAR comparison. (C) Detailed lists of down DEGs comprising the gene ontology (GO) molecular function term “oxidoreductase activity” in each indicated comparison (left- or right-most columns), or both (middle columns).

**Figure S4. Related to Figure 4.** (A) Top 5 WikiPathway (WP) terms for protein synthesis rate ratios increased (top) or decreased (bottom) in HF.SAAR vs. RF.SAAR. (B) Top 5 WikiPathway (WP) terms for protein synthesis rate ratios increased (top) or decreased (bottom) in HF.Ctrl vs. RF.Ctrl. Enrichment strength is indicated by shape size and false discovery rate (FDR) is displayed on the x-axis.

**Figure S5. Related to Figure 5.** (A) Hepatic expression of transcripts encoding core ribosomal proteins, expressed as fold change for the displayed comparisons, in mice fed a regular-fat control (RF.Ctrl) vs. RF sulfur amino acid restricted (RF.SAAR) and mice fed high-fat Ctrl (HF.Ctrl) vs. HF SAAR for seven days. Dots represent individual transcripts, with black dots signifying transcripts with FDR-adjusted p-values (padj) <0.05 and grey dots signifying padj >0.05 in both comparisons.

**Figure S6. Whole liver lysate NAD+/NADH ratios are maintained during dietary sulfur amino acid restriction.** (A) List of proteins with increased or decreased synthesis rate ratios falling into the WikiPathway term “Trp [tryptophan] metabolism” (WP79) in either the regular-fat control (RF.Ctrl) vs. RF sulfur amino acid restricted (RF.SAAR) comparison or the high-fat Ctrl (HF.Ctrl) vs. HF SAAR comparison. Underscored proteins signify ones found in both comparisons. (B) Distribution of synthesis rate ratios of observed aldehyde dehydrogenases (ADH5, ALDH1A1, ALDH1A2, ALDH1A3, ALDH1A7, ALDH1B1, ALDH1L1, ALDH1L2, ALDH2, ALDH3A1, ALDH3A2, ALDH3B1, ALDH3B2, ALDH3B3, ALDH4A1, ALDH7A1 and/or ALDH9A1) in the respective displayed comparisons. (C) Visualization of where KYNU and HAAO are situated in the *de novo* NAD^+^ biosynthesis pathway. (D) and (E) Hepatic NAD^+^/NADH ratios in the indicated groups after (D) seven or (E) 35 days of feeding experimental diets. (F) and (G) Hepatic ratios and representative blots of (F) PARP1 over total protein and (G) SIRT1 over total protein in mice fed either a RF.Ctrl (RF, or R and Ctrl, or C), RF.SAAR (RF, or R and SAAR, or S), HF.Ctrl (HF, or H and Ctrl, or C), or HF.SAAR (HF, or H and SAAR, or S) diet for 35 days. Data (in D, E, F and G) is displayed as mean ± standard error of the mean, with individual data points displayed as dots (n = 3 male mice per group). Statistically significant (at α = 0.05) differences were determined by 2-way ANOVA, with “n.s.” indicating that no statistically significant differences were observed.

How the deposited data were processed for this re-analysis (not part of the article)

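Liver RNA of 12 mice was measured by sequencing, 3 mice in each of the groups RF.Ctrl, RF.SAAR, HF.Ctrl and HF.SAAR, after 7 days on the diets. The authors quantified each mouse with kallisto on the Ensembl mouse transcriptome. The deposited estimated counts are kallisto's expected number of read pairs per transcript, with reads that match several transcripts shared among them. The deposited TPM values are these counts divided by effective length and scaled to the same sum in every mouse. The deposited effective lengths are in bases and were estimated for each mouse by the authors' run of kallisto. None of these values is normalized between mice, no filter on low counts has been applied, and replicates are not pooled. Trimming and read assignment are part of the deposited values and were not repeated.

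Total estimated counts ranged from 16203094 to 21230092, both in HF.Ctrl mice, and between 53948 and 57123 transcripts had a count above 0 in a mouse. The estimated counts are not independent molecules, as no molecular identifiers are described, so precision was taken from the spread between mice. The counts of transcripts of one gene also carry the uncertainty of read assignment, which the deposited values do not give. Identifiers were matched to the GENCODE annotation of GRCm38 for symbols and positions, and the 116816 matched transcripts belong to 36047 genes.

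Counts were rounded and analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The reference settings were TMM factors, filterByExpr by group, robust quasi-likelihood fits over all 12 mice with a coefficient for each group, and the quasi-likelihood F-test with Benjamini-Hochberg adjustment within a comparison. The comparisons were RF.SAAR vs. RF.Ctrl, HF.SAAR vs. HF.Ctrl, HF.SAAR vs. RF.SAAR, HF.Ctrl vs. RF.Ctrl and the interaction of diet and fat. The standard error of a log2 fold change is its size divided by the square root of F. Normalized CPM are relative to the TMM-scaled library size. The median prior degrees of freedom were 2.62 for transcripts and 5.33 for genes, and the common biological coefficient of variation was 0.572 and 0.218. DESeq2 was run with independent filtering set for an adjusted p of 0.05. Gene sets were tested with fry, adjusted over 17 tests of sets and comparisons. The ISR set is the list of Table S4. The ribosomal protein set follows the protein classes of the supplement, and the fatty acid, dehydrogenase and mitochondrial mRNA sets follow families of gene symbols. The collections used by the authors for GSEA were not available, so no GSEA was run.

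Principal components were taken from log2 CPM with a prior count of 2 over the 500 most variable transcripts. Shares of variance and distances to centroids were tested by exact permutation of the labels. The smallest p that these tests can give is 0.00500 for the shares and 0.00216 for the distances. With 3 mice against 3 an exact test of a single value cannot give a p under 0.05, so no such test is printed for single transcripts. Spearman's rho between the log2 fold change of a gene and the log2 of the authors' synthesis rate ratio of its protein was computed across proteins, with 10000 bootstrap samples for the 95% interval.

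The sets, the reference settings, the alternatives and the rule for naming transcripts were fixed before the data were examined. Named are all transcripts of Table S4, the most abundant transcript of Scd1 and of each mitochondrial mRNA, the 3 transcripts called higher and the 3 called lower with the smallest p in RF.SAAR vs. RF.Ctrl, HF.SAAR vs. HF.Ctrl and HF.SAAR vs. RF.SAAR among those whose groups of mice do not overlap, and the 3 called transcripts with the smallest p in each set. The alternatives were counts summed by gene, RLE size factors, no low-count filter, at least 10 counts in every mouse, offsets for effective length, a fit of the compared groups alone, DESeq2, camera in place of fry, other gene lists for the ribosomal and synthesis results, other scales for the principal components, and leaving out each mouse in turn. Added after seeing the data were scaling by library size alone, DESeq2 without independent filtering, DESeq2 with its default level of filtering, a replicate block taken from the numerical order of the sample titles, as the labels give no replicate numbers, and limits on the transcripts that enter Pearson's r. Lists of male-biased, female-biased, NRF2 target, interferon response, and growth hormone and STAT5 target genes, and of pancreatic acinar, skeletal muscle and adipose genes, were also added. They were written from general knowledge, and their members were not checked against a published list. The subject of the male-biased list was chosen after the most abundant transcripts had been seen. Fisher's exact test of the sets among the calls, adjusted within each kind of call, and the regression of the pancreatic signal before the principal components were added too. The first 5 of the added lists were tested at the level of genes with adjustment over 25 tests.

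The steps were tested on simulated data, in which 200 transcripts or genes were given a log2 fold change of 2 between groups of 3. edgeR recovered 30.3% of the changed transcripts that it tested, and 0% of its calls were false. On genes it recovered 78.2%, with 6.67% false calls. DESeq2 recovered 44.5% of the changed transcripts. Where no transcript was changed, edgeR called 1 and DESeq2 68. No batch is given in the labels. The proteomics, the isotope kinetics and the RT-qPCR of the paper were not among the files used here. The paper names a separate repository for its proteomics. No values are given for these measurements apart from the published synthesis rates.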

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

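Chosen only after the result was seen were the tests of scaling and of a single mouse for the comparison of HF.SAAR with RF.SAAR mice, all tests for Cyp39a1 apart from the regrouping of mice, and the lists of NRF2 target and interferon response genes, which were written after other genes of these kinds had been seen and hold none of those.

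Cyp39a1, which encodes an oxysterol hydroxylase and which the paper does not discuss, had an interaction of diet and fat at the level of genes. Its log2 fold change was 2.33 (SE 0.10) in RF.SAAR vs. RF.Ctrl and 3.55 (SE 0.11) in HF.SAAR vs. HF.Ctrl. The difference of 1.22 had an adjusted p of 0.0117 (edgeR). The CPM of the mice ran from 15.5 to 18.0 in RF.Ctrl, 78.5 to 93.1 in RF.SAAR, 11.3 to 12.2 in HF.Ctrl and 129 to 141 in HF.SAAR, and no groups overlapped. The HF.Ctrl mice lay below the RF.Ctrl mice, so part of the difference lies in the control groups. For its single named transcript the interaction was 1.11 with an adjusted p of 1.00 by edgeR and 0.199 by DESeq2, so the result rests on the counts summed by gene. Scaling by library size left a difference of 1.23 (unadjusted p = 1.79e-06, edgeR). It shifts the interaction of the genes as a whole by only 0.012, so it could not have removed the difference and does not test scaling. With each mouse left out in turn the difference was 1.16 to 1.28, with a largest unadjusted p of 4.76e-06 (edgeR). With the pancreatic signal of each mouse as a covariate it was 1.18 (unadjusted p = 1.85e-06, edgeR). Of 50 regroupings of the mice, 1 gave an interaction as large relative to its SE, the real one. Neither leaving out a mouse nor the pancreatic covariate removed the difference. A stronger response to SAAR under a high-fat diet remains a hypothesis. It was found and tested on the same mice, for 1 of 15061 genes.

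The list of male-biased liver genes was tested because the paper does not analyze sex-biased expression. It was written after the lower share of the most abundant transcripts under SAAR, some of them of male-biased Mup genes, had been seen, so its subject was chosen on these data. The Mup genes were left out. Its own genes include C6, Selenbp2, Hsd3b5 and Cyp4a12b, which are named elsewhere as called lower, so its p may reflect selection. The later test without C6 and Selenbp2 kept Hsd3b5 and Cyp4a12b. All mice were male. Its 15 genes had a median log2 fold change of −0.84 in RF.SAAR vs. RF.Ctrl (adjusted p = 0.00126, fry, 13 of 15 lower) and −1.38 in HF.SAAR vs. HF.Ctrl (adjusted p = 0.000263, fry, 15 of 15 lower). In HF.SAAR vs. RF.SAAR the median was −0.42 (adjusted p = 0.0331, fry, 14 of 15 lower). It ran from −0.54 to −0.20 across the fits that each left out one mouse. In HF.Ctrl vs. RF.Ctrl it was 0.056 (adjusted p = 0.737, fry), and the interaction of −0.58 did not pass (adjusted p = 0.0620, fry). The list of female-biased genes, 6 in number, rose by 0.38 (adjusted p = 0.237) and 0.63 (adjusted p = 0.0528) in the SAAR comparisons of RF and HF mice by fry, past the threshold in neither.

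For the male-biased list, p with library-size scaling was 0.00120 on RF and 2.22e-05 on HF diets, and the largest p with a mouse left out was 0.00143 and 6.35e-05 (fry, unadjusted). Without genes that have near-identical copies, the medians of the remaining 7 genes were −0.33 (5 lower), a smaller change than with the whole list, and −1.26 (7 lower). Without C6 and Selenbp2, which are among the smallest p named for HF.SAAR vs. HF.Ctrl, the medians were −0.65 (11 of 13 lower, unadjusted p = 0.00081, fry) and −1.26 (13 lower, unadjusted p = 4.24e-05, fry), a test added last. Without the near-identical copies p was 0.000822 and 3.98e-05, and with the pancreatic signal as a covariate 0.000366 and 1.99e-05. For HF.SAAR vs. RF.SAAR the corresponding p were 0.00458 with library-size scaling, which lowers all genes in this comparison and so cannot rule out scaling, 0.0369 with a mouse left out and 0.0123 with the covariate. Lower growth hormone signaling would be a biological candidate explanation. Its target list of 6 genes had medians of −0.32 (6 of 6 lower) and −0.31 (5 of 6 lower), with adjusted p = 0.129 and 0.175 by limma's fry (0.0518 and 0.0841 unadjusted), so the test did not show it. Igf1 had log2 fold changes of −0.35 and −0.40 (SE 0.11) and Igfals of −0.50 and −0.55 (SE 0.14). Their adjusted p ran from 0.0608 to 0.162 (edgeR), none past the threshold. Socs2, Cish and Socs3 had SE of 0.48 to 0.76, so the test does not exclude lower signaling either. Ghr itself was lower, by a gene-level log2 fold change of −0.66 (adjusted p = 0.00534) and −0.81 (adjusted p = 0.000857, edgeR). Among the splits of the mice, 1 of 10, 1 of 10 and 1 of 10 gave a result as large in the RF, HF and HF.SAAR vs. RF.SAAR comparisons, the real one in each case, and the other splits had medians of at most 0.43, 0.68 and 0.35 in size. As 3 mice against 3 cannot give a smaller share whatever the data, this test cannot exclude an accidental grouping of the mice. A loss of male-biased expression under SAAR remains a hypothesis.

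NRF2 target genes, which respond to oxidative stress, were higher under SAAR. The 19 genes had a median log2 fold change of 0.26 on RF diets (adjusted p = 0.000736, fry, 15 of 19 higher) and 0.32 on HF diets (adjusted p = 0.000567, fry, 14 of 19 higher). The interaction was −0.0077 (adjusted p = 0.806, fry). With library-size scaling p was 8.36e-05 and 4.07e-05 (fry, unadjusted), but this scaling raises all genes under SAAR, so it cannot rule out scaling as a cause of higher values. With a mouse left out p was at most 0.000436 and 0.000321 (fry, unadjusted). Without members of families with close copies it was 0.00162 and 0.00449, at medians of 0.26 and 0.17, and with the pancreatic covariate 0.000124 and 7.41e-05. In each comparison 1 of 10 splits of the mice gave a result as large, the smallest share possible, and the others had medians of at most 0.17 and 0.17, so the test cannot exclude an accidental grouping of the mice. A response to a lower supply of sulfur amino acids for glutathione may be weighed as a hypothesis. It was not tested, as no glutathione measurement is among the deposited values.

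Interferon response genes were higher in RF.SAAR than in RF.Ctrl mice, with a median log2 fold change of 0.57 over 25 genes (adjusted p = 0.0243, fry, 22 of 25 higher). In HF.SAAR vs. HF.Ctrl the median was 0.19 (adjusted p = 0.326, fry), and the interaction of −0.30 was not past the threshold (adjusted p = 0.235, fry), so a difference between the fat levels was not shown. In HF.SAAR vs. RF.SAAR the median was −0.46 (adjusted p = 0.0528, fry, 24 of 25 lower), also not past it. The unadjusted p of limma's fry was 0.00290 with library-size scaling, which again raises all genes and is no test of scaling here. It was at most 0.0227 with a mouse left out, and with the pancreatic covariate 0.00769. Of the splits of the RF mice, 1 of 10 gave a result as large, the smallest share possible, and the others reached at most 0.45. An accidental grouping of the mice is not excluded by this test.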

How the results depend on the processing

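The interaction has no value with only the compared groups in the fit, and the other alternatives were all run, and the tests chosen only after results were seen are library-size scaling, DESeq2 without independent filtering, DESeq2 with its default filtering, the replicate block by title order and the limits for Pearson's r. The labels carry no replicate numbers, so no paired fit was planned. Where a result changed, the cause was not tested unless a value is given for it.

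Under the reference settings 24 transcripts were called higher and 28 lower on RF diets, and 62 and 65 on HF diets. Effective-length offsets and RLE size factors kept these 4 counts within 1.5 times. With counts summed by gene the calls were 87 higher and 130 lower on RF diets, 144 and 143 on HF diets, with 3 and 4 in HF.SAAR vs. RF.SAAR, 1 for the interaction and 113 shared by both SAAR comparisons. With at least 10 counts in every mouse they were 50 higher and 82 lower on RF diets, 115 and 148 on HF diets, 2 and 2 in HF.SAAR vs. RF.SAAR, and 80 shared. Without a low-count filter they were 35 higher and 39 lower on RF diets, 65 and 60 on HF diets, 2 and 4 in HF.SAAR vs. RF.SAAR, 1 and 2 in HF.Ctrl vs. RF.Ctrl and 1 for the interaction. With only the compared groups in the fit they were 0 and 0 on RF diets (2298 at an unadjusted p under 0.05), 19 and 11 on HF diets, 0 and 0 in HF.SAAR vs. RF.SAAR (1195 at an unadjusted p under 0.05), 1 lower in HF.Ctrl vs. RF.Ctrl, and 0 shared. With library-size scaling they were 78 higher and 17 lower on RF diets, 273 and 53 on HF diets, and 54 shared. The share of calls that were higher was 82.1 and 83.7% with library-size scaling, against 46.2 and 48.8% under the reference settings, and 63.3% on HF diets with only the compared groups in the fit.

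The sample titles run in 3 sets of consecutive numbers with a mouse of every group in each, and a fit with a block for each set was added after seeing the data. Mice of a set hardly deviated together from their group means (mean correlation 0.0404 over 18 pairs, against −0.0202 for pairs from different sets, on all tested transcripts), and they are different animals. With this replicate block the calls were 17 higher and 15 lower on RF diets, 52 and 41 on HF diets, 0 and 0 in HF.SAAR vs. RF.SAAR, and 20 shared, and every set median kept its direction and side of the threshold (ISR 0.28 with adjusted p = 0.0730 on RF and 0.76 with adjusted p = 0.0112 on HF diets, fry). Of 135 values, of named transcripts and of the numbers of calls in each set, 11 were no longer past the threshold. Newly past it was 1 (Psat1 on RF diets).

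DESeq2 gave 270 higher and 314 lower on RF diets, 333 and 3.6e2 on HF diets (697 in all), 88 and 50 in HF.SAAR vs. RF.SAAR, 38 and 40 in HF.Ctrl vs. RF.Ctrl, 73 for the interaction and 221 shared in the same direction. Without independent filtering it gave 177 higher and 236 lower on RF diets, 219 and 275 on HF diets, 60 and 38 in HF.SAAR vs. RF.SAAR, 25 and 27 in HF.Ctrl vs. RF.Ctrl, 56 for the interaction and 161 shared. With its default filtering it gave 271 higher and 321 lower on RF diets, 325 and 360 on HF diets, 83 and 49, 37 and 37, 75 and 221 in the same order. Of its calls on simulated counts, 48.0% were false, while edgeR made 0% false calls and recovered 30.3% of the changed transcripts. False calls may thus account for part of the larger counts. The simulation changed 200 transcripts and gave 171 DESeq2 calls, against 584 and 697 in the real SAAR comparisons. Its share of false calls therefore cannot be carried over to the real data.

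With a mouse left out, the calls ranged from 2 to 17 higher and from 5 to 25 lower on RF diets across the 12 fits that each left out one mouse. On HF diets they ranged from 28 to 57 and from 20 to 53, in HF.SAAR vs. RF.SAAR from 0 to 1 and from 0 to 1, and in HF.Ctrl vs. RF.Ctrl from 0 to 2 and from 0 to 3. The interaction gave 0 to 1, and 7 to 20 were shared. Pearson's r over the shared transcripts ranged from 0.72 to 0.99. It was 0.49 over transcripts called in either comparison, 0.075 over all tested transcripts, −0.0041 with DESeq2, −0.066 with DESeq2 without independent filtering and −0.0048 with DESeq2's default filtering. Of DESeq2's shared transcripts beyond ±5 on the log2 scale, 38.5% belong to genes whose summed counts changed by a log2 fold change over 1, so reads assigned to different transcripts of one gene may account for the others.

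The ISR median on RF diets was 0.47 with library-size scaling, 0.31 with only the compared groups and 0.31 with camera, past the threshold in these 3 (adjusted p from 4.06e-08 to 0.112 over the alternatives), and 0.24 to 0.41 across the 12 fits that each left out one mouse, past the threshold in 2 of them (lowest adjusted p 0.00501). Camera also put the ISR medians of HF.SAAR vs. RF.SAAR (0.69, adjusted p from 1.1e-06 to 0.258) and of the interaction (0.64, adjusted p from 1.1e-06 to 0.154) past the threshold. As camera compares a set with the other transcripts at a small preset correlation of its members, its p answers another question than fry. The ISR median of HF.Ctrl vs. RF.Ctrl ranged from −0.11 to 0.098 with a mouse left out. On HF diets the ISR set was past the threshold under all alternatives (adjusted p from 5.42e-25 to 0.0380) and with each mouse left out (0.32 to 1.17). The ribosomal protein medians were past the threshold with library-size scaling (0.26 and 0.54) and with camera (0.10 and 0.34), with adjusted p from 0.0142 to 0.729 on RF and from 1.04e-09 to 0.258 on HF diets over the alternatives. Camera did the same for their interaction (0.26, adjusted p from 0.00199 to 0.597), and on HF diets the median was 0.22 to 0.52 with a mouse left out, past the threshold in 1 fit (lowest adjusted p 0.0457).

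The fatty acid median on RF diets was 0.23 and past the threshold with library-size scaling (adjusted p from 0.0275 to 0.947 over the alternatives) and −0.0064 to 0.11 with a mouse left out. On HF diets it moved to 0 without a low-count filter and to 0.0077 with DESeq2. With library-size scaling it was 0.17, past the threshold (adjusted p = 0.0307, fry). That scaling put the median of all tested transcripts at 0.16 on RF and 0.18 on HF diets. The HF value is thus no rise over the other transcripts. The dehydrogenase median was 0.067 on RF diets with library-size scaling. On HF diets it was 0 without a low-count filter and 0.15 with library-size scaling, past the threshold with the latter (adjusted p = 0.0307, fry). With library-size scaling it stayed below the median of all tested transcripts, so the change of sign restates the overall shift. Camera put it past the threshold on RF diets (−0.098, adjusted p from 0.0263 to 0.567). With a mouse left out it was −0.17 to −0.045 on RF diets, −0.11 to 0.018 on HF diets and −0.033 to 0.12 for the interaction, past the threshold in 1 fit on RF diets (lowest adjusted p 0.0495). The mitochondrial mRNA median on HF diets was no longer past the threshold with library-size scaling (−0.18) and with only the compared groups (−0.37, adjusted p from 1.55e-08 to 0.112 over the alternatives), and with a mouse left out it was −0.44 to −0.30, no longer past the threshold in 3 of 12 fits (highest adjusted p 0.105). Its interaction ranged from −0.035 to 0.11. On RF diets it stayed past the threshold under all alternatives (adjusted p from 1.24e-11 to 0.0292) and with each mouse left out (−0.48 to −0.36).

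Among the alternatives set before the data were examined, the share of variance between Ctrl and SAAR was past the threshold with all tested transcripts (10.8%) and with the variance stabilizing transformation (17.4%). The ratio of HF to RF distances to the centroid ranged from 0.970 to 1.17 across the 12 fits that each left out one mouse. It was past the threshold with HF mice farther in 3 fits, those without an RF.Ctrl mouse (lowest p = 0.0108, exact permutation), and under 1 in 3 fits. A group of 2 mice lies closer to its own centroid by construction, so these changes may come from the group size and do not show that the ratio rests on a mouse. Spearman's rho with synthesis rates was 0.0135 on RF and 0.100 on HF diets with ribosomal and ribosome-associated proteins left out, 0.106 on HF diets with the most abundant transcript of each gene, and 0.0102 to 0.0553 and 0.0940 to 0.126 with a mouse left out.

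Among the log2 fold changes of named transcripts, Mars on RF diets reversed to 0.080 with counts summed by gene and to 0.11 with library-size scaling. On HF diets mt-Nd1 (0.0065), mt-Co2 (0.11) and mt-Co3 (0.049) reversed with library-size scaling. All these library-size values stayed below the median of all tested transcripts under that scaling, 0.16 on RF and 0.18 on HF diets. With a mouse left out, the sign changed in some fits on RF diets for Cars (−0.036 to 0.24), Ddit3 (−0.11 to 0.24), Jun (−0.048 to 0.60), Mars (−0.18 to 0.052), Trib3 (−0.53 to 0.0031) and Ces1d (−0.016 to 0.13). On HF diets it changed for Cars (−0.13 to 0.72), Ddit3 (−0.087 to 0.24), Fos (−0.998 to 1.71), Nfe2l2 (−0.092 to 0.30), Nupr1 (−0.084 to 2.59), mt-Nd3 (−0.28 to 0.20), mt-Co2 (−0.31 to 0.30) and mt-Co3 (−0.29 to 0.051), and in HF.Ctrl vs. RF.Ctrl for Fgf21 (−0.62 to 0.48). None of these passed the threshold under the reference settings. With a mouse left out there were 1620 values, of named transcripts and of the numbers of calls in each set. Of these, 1419 kept their direction and side of the threshold, 113 were no longer past it, 6 were newly past it and 21 reversed. The other 61 were numbers of calls, which have no threshold, and moved by more than the spread between mice. Effective-length offsets kept the direction and side of the threshold of all 135 values. Of 135 values, 9 were newly past the threshold with counts summed by gene and 23 with DESeq2. With at least 10 counts in every mouse 8 were, and with library-size scaling 3. It was 1 each with RLE size factors, no low-count filter and only the compared groups. No longer past it were 4 without a low-count filter, 3 with library-size scaling and 24 of 129 with only the compared groups in the fit.

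Fewer calls were made on transcripts than on genes at the same depth. The biological coefficient of variation of transcripts of genes with several tested transcripts was 1.27 times that of genes with a single one at the same mean count. Over 10 bins of mean count the ratio ran from 1.01 to 1.45, under the 1.5 set as the limit. The comparison holds the mean count fixed, so it does not cover the smaller counts left when reads are divided among transcripts. It cannot exclude read assignment as a reason for fewer calls.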

Differences from the paper's values

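No test in this part was chosen only after a result was seen, apart from the settings and tests named as such. Of 66 values of the paper that were also computed here, 7 differed, and none of the 57 log2 fold changes taken from the supplementary tables did. All of these were computed under the reference settings. In a separate comparison, DESeq2, the tool of the paper, gave the log2 fold changes of Table S4 within 2.9e-05 over 57 values. Their standard errors matched within 7.4e-06.

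In RF.SAAR vs. RF.Ctrl the paper marks 4 ISR transcripts of Table S4 as higher, and 0 passed the threshold here (7 at an unadjusted p under 0.05). Among the alternatives set before the data were examined, counts summed by gene (3), at least 10 counts in every mouse (3) and DESeq2 (4) fell within 1.5 times the paper's count. RLE size factors (1), no low-count filter (1), effective-length offsets (0), a fit of the compared groups alone (0) and leaving out each mouse (0 to 1) did not. DESeq2 without independent filtering and with its default filtering, both chosen after seeing the values, called all 4.

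Fig. 3B shows about 150 transcripts higher and about 210 lower (DEGs up and DEGs down) in RF.SAAR vs. RF.Ctrl, read by eye, against 24 and 28 here. For the transcripts higher, none of the alternatives set before the data were examined fell within 1.5 times the paper's count. The nearest were counts summed by gene (87) and DESeq2 (270), and the others gave 27 (RLE size factors), 35 (no low-count filter), 50 (at least 10 counts in every mouse), 26 (effective-length offsets), 0 (compared groups alone, with 2298 transcripts at an unadjusted p under 0.05) and 2 to 17 (a mouse left out). For the transcripts lower, DESeq2 (314) fell within 1.5 times, and counts summed by gene (130), RLE size factors (27), no low-count filter (39), at least 10 counts in every mouse (82), effective-length offsets (32), the compared groups alone (0) and leaving out a mouse (5 to 25) did not.

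Fig. 3C shows about 280 transcripts higher and about 300 lower (DEGs up and DEGs down) in HF.SAAR vs. HF.Ctrl, read by eye, against 62 and 65 here. DESeq2, set before the data were examined, gave 333 higher of 697 called, within 1.5 times of both. The other alternatives set before the data were examined did not come within that range: counts summed by gene gave 144 and 143, RLE size factors 62 and 66, no low-count filter 65 and 60, at least 10 counts in every mouse 115 and 148, effective-length offsets 65 and 68, the compared groups alone 19 and 11, and leaving out a mouse 28 to 57 and 20 to 53. DESeq2 without independent filtering, chosen after seeing the values, gave 177 higher and 236 lower on RF diets and 219 and 275 on HF diets, within 1.5 times of all 4 counts of the paper. DESeq2 with its default filtering, also chosen after seeing the values, gave 271, 321, 325 and 360, within that range on HF diets and not on RF diets. Library-size scaling, likewise chosen after seeing the values, gave 78, 17, 273 and 53, within it for the transcripts higher on HF diets alone.

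Fig. 3A shows about 40% of the variance on PC1 and about 22% on PC2, read by eye, against 22.6 and 11.6% here. Of the alternatives set before the data were examined, the variance stabilizing transformation of DESeq2 gave 38.9 and 18.7%, within 1.5 times of both. Counts summed by gene gave 35.9%, within that range, on PC1 and 14.7%, outside it, on PC2, and all transcripts past the filter gave 12.9 and 11.0%, outside it for both. The figure places Ctrl and SAAR mice apart on PC2, while here they were apart on PC3, and on PC2 with the variance stabilizing transformation, with counts summed by gene and with all transcripts.

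The paper calls Atf5, Fgf21, Gadd45b and Psat1 higher in RF.SAAR vs. RF.Ctrl, Gadd45b higher in HF.SAAR vs. HF.Ctrl and Scd1 lower in both, and none of these passed the threshold here. Atf5 had an adjusted p of 0.0580 in RF.SAAR vs. RF.Ctrl (edgeR, log2 fold change 0.88) and was called with counts summed by gene, RLE size factors, no low-count filter, at least 10 counts in every mouse, library-size scaling, leaving out HF.SAAR mouse MRX366, leaving out HF.SAAR mouse MRX370, DESeq2, DESeq2 without independent filtering and DESeq2 with its default filtering. Fgf21 had an adjusted p of 0.0851 in RF.SAAR vs. RF.Ctrl (edgeR, log2 fold change 3.74) and was called with at least 10 counts in every mouse, DESeq2, DESeq2 without independent filtering and DESeq2 with its default filtering. Gadd45b had an adjusted p of 0.189 in RF.SAAR vs. RF.Ctrl (edgeR, log2 fold change 2.23) and was called with counts summed by gene, DESeq2, DESeq2 without independent filtering and DESeq2 with its default filtering. Psat1 had an adjusted p of 0.0770 in RF.SAAR vs. RF.Ctrl (edgeR, log2 fold change 2.42). It was called with counts summed by gene, at least 10 counts in every mouse and the replicate block by title order. DESeq2, DESeq2 without independent filtering and DESeq2 with its default filtering called it too. Gadd45b had an adjusted p of 0.122 in HF.SAAR vs. HF.Ctrl (edgeR, log2 fold change 2.30) and was called with counts summed by gene, at least 10 counts in every mouse, library-size scaling, leaving out HF.Ctrl mouse MRX365, DESeq2, DESeq2 without independent filtering and DESeq2 with its default filtering. Scd1 had an adjusted p of 0.0900 in RF.SAAR vs. RF.Ctrl (edgeR, log2 fold change −2.30) and was called with at least 10 counts in every mouse, leaving out RF.SAAR mouse MRX372, DESeq2, DESeq2 without independent filtering and DESeq2 with its default filtering. Scd1 had an adjusted p of 0.360 in HF.SAAR vs. HF.Ctrl (edgeR, log2 fold change −1.36) and was called with DESeq2 and DESeq2 with its default filtering. Library-size scaling, the replicate block, DESeq2 without independent filtering and DESeq2 with its default filtering were chosen after seeing the values. The paper describes a higher ISR under SAAR with the high-fat diet than with the regular one, and here the median of the interaction was 0.64 with an adjusted p of 0.144 (fry). With camera in place of fry the interaction was past the threshold (adjusted p from 1.1e-06 to 0.154 over the alternatives). That test asks another question, whether the set changed more than the other transcripts. The paper has fatty acid metabolism rise under SAAR on both diets, and here the median of the fatty acid set was −0.0097 in HF.SAAR vs. HF.Ctrl (adjusted p = 0.909, fry). It was above 0 with DESeq2 (0.0077) and with library-size scaling (0.17), which was chosen after seeing the values. That scaling put the median of all tested transcripts at 0.18, so 0.17 is no rise over the other transcripts. By Fisher's exact test on genes called by edgeR, also chosen after seeing the values, the set was enriched on RF diets among genes called higher (adjusted p = 0.000135) and lower (adjusted p = 0.00434). On HF diets it was enriched among those called lower (adjusted p = 0.00128, exact) and not higher (adjusted p = 0.110, exact). With transcripts called by DESeq2 the same test was past the threshold for higher calls on both diets (adjusted p = 7.33e-05 and 0.0169, exact) and for lower calls too.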

Other observations

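The tests of the pancreatic signal against fat level and SAAR, its test as a covariate of the shared calls, the tests of PC1 on the variance stabilized scale, on genes and with the acinar signal regressed out, the tests of the ISR interaction, the test of library-size scaling on mitochondrial mRNAs, and the count of false calls by DESeq2 were chosen only after the result was seen.

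Transcripts of pancreatic digestive enzymes differed many-fold between mice. The acinar list was written after the largest weights on PC1 had been seen, and the 13 of its 34 genes that were not among those weights ranged 399-fold from the lowest to the highest mouse. In every mouse these genes summed to 3.86 to 6.31% of the genes that had been seen. This suggests a common source of the reads, and pancreatic tissue in some liver samples, or RNA carried over between samples, is a candidate source. The list was higher in HF than in RF mice by 3.41 on the log2 scale (p = 0.0563, exact permutation test, two-sided, 6 against 6 mice), so an effect of the fat level cannot be ruled out. Between SAAR and Ctrl mice the difference was −0.33 (p = 0.872, exact permutation). The lists of skeletal muscle and adipose genes ranged 4.18-fold and 6.05-fold.

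The pancreatic signal bears on the principal components. With the acinar genes left out, the ratio of HF to RF distances to the group centroid was 1.02 on log2 CPM and 0.997 on the variance stabilized scale, where it had been 1.06 and 1.23. On the variance stabilized scale the larger distances of HF mice may thus come from pancreatic RNA, while on log2 CPM the ratio was not past the threshold with or without these genes. The share of the variance of PC1 that lay between Ctrl and SAAR rose to 85.4% on the variance stabilized scale and to 76.7% with counts summed by gene. On log2 CPM of transcripts it was 6.01%, and 4.16% with muscle and adipose genes left out as well. Some pancreatic transcripts outside the list, such as those of Amy2a1, still had large weights then. With the acinar signal of each mouse regressed out of every transcript, a test added after the others, it was 2.17% with the group means kept in the regression and 6.44% without them. PC1 carries the pancreatic signal on this scale, but removing the signal did not set Ctrl and SAAR mice apart on it. Without group means in the regression they were apart on PC2, with 74.8% of its variance between them.

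The shares of variance over all components also moved. With the acinar genes left out, the share of diet was 10.7% on log2 CPM (p = 0.0900), 24.3% on the variance stabilized scale (p = 0.00500) and 17.5% with counts summed by gene (p = 0.00500, exact permutation). With the signal regressed out without group means it was 11.9% (p = 0.0350, exact permutation), and the share of fat was 6.36% (p = 0.930, exact permutation). With the group means kept, the share of fat was 16.6% (p = 0.00500, exact permutation), but this regression keeps the real groups and favors them. Refitted for each relabeling, the same exact test gave p = 0.0750 for fat and 0.350 for diet (10.8%). The separation of the diets thus depends on the scale and on how pancreatic RNA is handled, and an effect of fat was not shown. These tests of shares were chosen only after the results were seen. Of the transcripts that DESeq2 called between HF.SAAR and RF.SAAR, 17.4% were of acinar genes, which may reflect the same source. With the pancreatic signal as a covariate, 12 of the 29 transcripts shared by both SAAR comparisons were still called in both. Shuffling the covariate among the mice left as few or fewer in 13 of 20 shuffles (from 0 to 27, median 8.5), so pancreatic RNA was not shown to account for the shared calls.

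The larger ISR response on HF diets was tested against a lower level in HF.Ctrl than in RF.Ctrl mice. The set median between these groups was −0.013, with 9 transcripts higher and 9 lower, so the whole set was not lower. A median over members that go both ways cannot exclude a lower control level for single transcripts. For Asns, Atf5, Mthfd2 and Psat1 the log2 fold change in HF.Ctrl vs. RF.Ctrl was −1.35, −0.44, −1.77 and −1.50. Their interactions were 2.13, 0.79, 2.51 and 2.13, so part of these lay in the control groups. For Asns this part rested on RF.Ctrl mouse MRX371, with 21.7 CPM against 4.24 and 6.50 in the other RF.Ctrl mice. The HF.Ctrl mice had 3.20 to 5.49 CPM. With a mouse left out, the median of the interaction was at least 0.18, against 0.64 with all mice, and no single mouse reversed it. HF.SAAR mouse MRX370, the highest in acinar CPM (20826), also had the most Asns, Atf5, Mthfd2 and Psat1 of the HF.SAAR mice. Without it Cars, Ddit3, Fos and Nupr1 changed sign on HF diets, and the other ISR transcripts did not. The pancreatic signal was not tested as a covariate of the ISR set, so a part of it in the larger response is not excluded. Of 50 regroupings of the mice, 3 gave an interaction as large, a share above 0.05, so an accidental grouping of the mice remains as an explanation. Mitochondrial mRNAs stayed lower on RF diets with library-size scaling (adjusted p = 0.0275, fry, range over the alternatives 1.24e-11 to 0.0292, median −0.24, lower in 13 of 13 transcripts under the reference settings) and not on HF diets (adjusted p = 0.112, range 1.55e-08 to 0.112, median −0.18). Library-size scaling raised the median of all transcripts by 0.16 on RF and 0.18 on HF diets and the mitochondrial medians by about as much. They stayed about as far below the other transcripts, so the lost threshold restates the overall shift and does not show that the scale of the libraries accounts for the lower values.

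Splits of the same mice were compared with the real one for each count and set. With 3 mice against 3 the share cannot fall under 0.1 whatever the data, so this test alone cannot exclude an accidental grouping of the mice. The other splits called at most 1 transcript on RF and 1 on HF diets, against 52 and 127 in the real ones. As many transcripts were called in 1 of 10 splits on RF diets, in 1 of 10 on HF diets, in 3 of 10 in HF.SAAR vs. RF.SAAR and in 10 of 10 in HF.Ctrl vs. RF.Ctrl, where 0 were called and 1389 had an unadjusted p under 0.05. Set medians as large came from 1 of 10 splits for the ISR on RF diets, 1 of 10 on HF diets, 1 of 10 in HF.SAAR vs. RF.SAAR and 8 of 10 in HF.Ctrl vs. RF.Ctrl. On RF and HF diets they came from 4 of 10 and 3 of 10 for ribosomal proteins, 2 of 10 and 8 of 10 for fatty acid genes, 4 of 10 and 8 of 10 for dehydrogenases and 1 of 10 and 1 of 10 for mitochondrial mRNAs. For interactions the real fit had 0 calls, so the regroupings test nothing for that count. Regroupings gave medians as large in 11 of 50 for ribosomal proteins, 10 of 50 for fatty acid genes, 34 of 50 for dehydrogenases and 40 of 50 for mitochondrial mRNAs. As many transcripts shared by both SAAR comparisons were found in 1 of 50, the real one, so for this count an accidental grouping was not seen. Pearson's r was as large in 1 of 50, but no other split had enough shared transcripts for a correlation, so this test is not decisive.

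Changes of mRNA were compared with the paper's synthesis rates. Across 464 proteins, Spearman's rho between the log2 fold change of the mRNA and the log2 ratio of SAAR to Ctrl synthesis rates was 0.0324 on RF diets (95% bootstrap interval −0.0592 to 0.124), with Pearson's r 0.0305. Across 461 proteins it was 0.118 on HF diets (interval 0.0284 to 0.210), with Pearson's r 0.0295. These are correlations across proteins, which are not independent replicates, and their difference was not tested. As large a rho came from 7 of 10 splits of the mice on RF diets and 3 of 10 on HF diets.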
